# Transcriptomics Reveals Fast Changes in Salicylate and Jasmonate Signaling Pathways in Shoots of Carbonate-Tolerant *Arabidopsis thaliana* under Bicarbonate Exposure

**DOI:** 10.3390/ijms22031226

**Published:** 2021-01-27

**Authors:** Laura Pérez-Martín, Silvia Busoms, Roser Tolrà, Charlotte Poschenrieder

**Keywords:** transcriptomic, *Arabidopsis thaliana*, alkaline stress, glucosinolate, salicylate

## Abstract

High bicarbonate concentrations of calcareous soils with high pH can affect crop performance due to different constraints. Among these, Fe deficiency has mostly been studied. The ability to mobilize sparingly soluble Fe is a key factor for tolerance. Here, a comparative transcriptomic analysis was performed with two naturally selected *Arabidopsis thaliana* demes, the carbonate-tolerant A1_(c+)_ and the sensitive T6_(c−)_. Analyses of plants exposed to either pH stress alone (pH 5.9 vs. pH 8.3) or to alkalinity caused by 10 mM NaHCO_3_ (pH 8.3) confirmed better growth and nutrient homeostasis of A1_(c+)_ under alkaline conditions. RNA-sequencing (RNA-seq) revealed that bicarbonate quickly (3 h) induced Fe deficiency-related genes in T6_(c−)_ leaves. Contrastingly, in A1_(c+)_, initial changes concerned receptor-like proteins (RLP), jasmonate (JA) and salicylate (SA) pathways, methionine-derived glucosinolates (GS), sulfur starvation, starch degradation, and cell cycle. Our results suggest that leaves of carbonate-tolerant plants do not sense iron deficiency as fast as sensitive ones. This is in line with a more efficient Fe translocation to aerial parts. In A1_(c+)_ leaves, the activation of other genes related to stress perception, signal transduction, GS, sulfur acquisition, and cell cycle precedes the induction of iron homeostasis mechanisms yielding an efficient response to bicarbonate stress.

## 1. Introduction

Several constraints can affect the growth, physiology, and metabolism of agricultural crops cultivated on calcareous/alkaline soils of arid and semi-arid regions over the world. The main anions present excessively in alkaline soils are HCO_3_^−^ and CO_3_^2−^ [1]. The pH values of most calcareous soils are within the range of 7.5 to 8.5 [2], and bicarbonate concentrations are found between 5–35 mmol L^−1^. Soil carbonates act as pH buffers and play an important role in rhizosphere processes such as nutrient availability for plants. The high pH surrounding the plant roots can disrupt the membrane potential and inhibit the absorption of essential ions [3]. Moreover, high pH lowers the availability of nitrogen (N); phosphorous (P); and micronutrients such as iron (Fe), zinc (Zn), and manganese (Mn), producing nutrient deficiencies in sensitive plants [4].

Among these nutrient deficiencies induced under alkaline soil conditions, Fe has received most attention. Although Fe is one of the most abundant elements in the earth’s crust, under basic pH conditions, it is sparingly available to plants. Iron, among other essential micronutrients, is required for multiple metabolic processes, and most crops are highly sensitive to low iron availability [5]. This fact has prompted many efforts on unrevealing the mechanisms of Fe uptake, transport, and regulation, and the tolerance to Fe deficiency [6,7,8]. Iron scarcity is a relevant consequence of high pH soils, but not the only one. Deficiency of Zn, P, N, and/or Mg are common problems for crop plants on calcareous soils.

Several studies have shown that plants perceive and respond in different ways to high pH, high HCO_3_^−^, or iron deficiency [9], and the mechanisms of carbonate tolerance remain largely unknown. Alkaline pH per se can affect root growth by inhibiting cell division and elongation [10]; ethylene modulates this effect increasing the expression of *AUX1* and of genes responsible for auxin synthesis [11]. Crosstalk between jasmonate and ethylene in response to alkalinity stress has been reported [12,13]. One way for plants to adapt to high pH is to accumulate small metabolites with buffering function, especially organic acids, for adjusting the internal pH value. However, the adjusting of external and internal pH is a process that consumes energy and reduces plant growth simultaneously [10].

Bicarbonate imposes further stress on plant performance. Common features are morpho-anatomical changes in roots; disturbance of water relations; reduction of total photosynthetic pigments and photosynthetic activity; accumulation of osmo-protectants, soluble sugars, and organic acids; and activation of the biosynthesis of antioxidant enzymes [12,14]. At the molecular level, several anion transporters and gene families such as *ALMT, NRT/POT*, and *SLAHs* are related to bicarbonate response in *Glycine max* [15,16]. The overexpression of the anion transporters *GsBOR1* (boron efflux transporter) and *GsSLAH3* (efflux of uncharacterized inorganic or organic anions) are also involved in HCO_3_^−^ tolerance. Transcriptomic experiments under alkaline stress in *Tamarix hispida*, *Ziziphus acidojujuba*, and *Glycine max* identified gene families and transcription factors (TFs) involved in NaHCO_3_ stress responses. These genes can be clustered in sensing and signal transduction pathways as calmodulin-like proteins, serine/threonine protein kinases, and cysteine-rich receptor-like protein kinases. P2/ERF, HD-ZIP, bHLH, MYB, WRKY, NAC, C2H2, HB, and TIFY are the main TFs [17,18,19]. Proteomic studies performed in *Solanum lycopersicum* comparing saline and alkaline stress further revealed downregulated proteins accounting for metabolism, energy conversion, and novel upregulated proteins involved in signaling or transport [20].

Nonetheless, the current understanding of plant response to bicarbonate stress is limited. Most studies have been performed on roots of crop species such as *Glycine max* or *Oryza sativa* [21,22]. Less information is available regarding the molecular-genetic mechanisms underlying naturally selected tolerance and fast bicarbonate responses at the gene expression level in shoots. The large genotypic and phenotypic diversity of natural populations of the genetic model plant *Arabidopsis thaliana* provides an ideal experimental scenario for exploring such mechanisms. In previous studies, we identified two contrasting demes of *A. thaliana* with differential tolerance to moderate soil alkalinity: the sensitive deme T6_(c−)_ and the tolerant A1_(c+)_. The better performance of A1_(c+)_ under iron deficiency conditions was mainly attributed to enhanced root release of coumarin-type phenolics [23]. However, there is increasing evidence for both quick shoot responses and shoot to root signaling under iron deficiency or bicarbonate stress [24,25].

The aim of this study was to characterize the differences in initial shoot responses of naturally selected *A. thaliana* demes differing in tolerance to carbonate soils. To clearly discriminate between the initial responses to high pH per se from those caused by bicarbonate, one of the most growth-limiting factors on alkaline soils, we submitted seedlings to control conditions (pH 5.9), high pH provided by 1,3-bis[tris(hydroxymethyl)methylamino]propane (BTP) buffer (pH 8.3), and alkaline conditions achieved by supplying bicarbonate (10 mM NaHCO_3_, pH 8.3). For abbreviation, pH 5.9, pH 8.3, and bic are respectively used to describe these treatments. Primary gene responses were analyzed after 3 h of exposure, while a second analysis was performed after a medium-term treatment of 48 h. Differential expression of genes and their gene ontologies were compared between demes, treatments, and time points, giving a detailed picture of the short- and longer-term responses to pH 8.3 and bic stress of *A. thaliana* plants differing in adaptation to carbonated soil.

## 2. Results and Discussion

### 2.1. Fitness Characterization of A. thaliana Plants under High pH and Bicarbonate Stress

In previous studies, we identified two contrasting demes of *A. thaliana* with differential tolerance to moderate soil alkalinity: the sensitive population T6_(c−)_ and the tolerant A1_(c+)_ [23]. A1_(c+)_ is native to areas near to calcareous soils, and soil CaCO_3_ content and pH in its habitat are higher than in native soils of T6_(c−)_, which are derived from silica parental rock (Figure 1A,B).

In order to ascertain the bic concentration that efficiently discriminates both demes under hydroponic conditions, we performed preliminary studies using a concentration range from 0 to 20 mM NaHCO_3_. Rosette diameter and root length growth of both demes was monitored for 5 weeks (Figure S1A,B, Dataset S1). Concentrations higher than 10 mM caused high mortality before ending the life cycle. This contrasts with more carbonate-tolerant crop plants such as *Glycine max*, where 50 mM NaHCO_3_ was established as a mild stress situation avoiding high mortalities [17]. According to our results, a concentration of 10 mM NaHCO_3_ was selected as an adequate discriminatory treatment in all subsequent experiments.

The ability to germinate, i.e., root emergence, is a prerequisite for efficient plant establishment on problem soils, and seed germination rate under stress conditions has frequently been used to assess plant tolerance to soil constraints [26]. Here, seed germination tests were performed, comparing the contrasting natural demes with the model accession Col-0. Seed germination tests revealed, for all accessions, a delay in germination in the high-pH treatments (pH 8.3 and bic) in comparison to pH 5.9. However, 10 days after sowing the germination rate was hardly affected in Col 0. A1_(c+)_ seeds showed better germination rates under the high pH treatments than under pH 5.9. In contrast, both alkaline stresses reduced the germination rate of T6_(c−)_ (Figure 1D). Accordingly, A1_(c+)_ and Col-0 are more tolerant to alkaline conditions than T6_(c−)_. However, seed germination does not guarantee further growth, survival, and reproductive fitness under alkaline stress [27]

Hydroponic studies using solutions with control pH (pH 5.9), high pH (pH 8.3), and bic (10 mM NaHCO_3_, pH 8.3) confirmed the higher tolerance of A1_(c+)_ to both pH 8.3 and bic. Col-0 exhibited an intermediate response, while T6_(c−)_ was most sensitive. Both alkaline treatments, pH 8.3 and bic, induced severe chlorosis in leaves of T6_(c−)_ (Figure 1C). Bic treatment also caused stronger chlorosis symptoms in Col-0 than in A1_(c+)_, while pH 8.3 apparently had little effect in both accessions.

Rosette diameter data measured 15 days after the start of treatments and number of siliques further revealed alkaline sensitivity of both T6(_c−_) and Col-0 and confirmed tolerance of A1(_c+_) (Figure 1E,F, Dataset S1). Interestingly, while in the sensitive accessions bic was more stressful than pH 8.3, the alkaline-tolerant A1_(c+)_ performed better under bic than under pH 8.3 (Figure 1F). The observation that in sensitive plants bic is more stressful than pH 8.3 is in line with the inhibitory effects of bic on essential metabolic processes in plants [28]. Especially affected by bicarbonate are mechanisms activated under Fe deficiency conditions such as riboflavin biosynthesis genes and *NRAMP1* in roots or *bHLH38* and *IRT1* in shoots, as shown in melon plants exposed to either Fe deficiency alone or in combination with bicarbonate [29].

### 2.2. Nutrient Content Profile

Differences in tolerance to pH 8.3 and bic treatments were also reflected in the plants’ ionomic profiles. Nutrient concentrations in Col-0 were more affected by bic than by pH 8.3. In general, the tolerant deme A1_(c+)_ maintained ion homeostasis better than the sensitive plants (Figure 1G–I). Moreover, maintenance of ion homeostasis in A1_(c+)_ was better under the bic treatment than under pH 8.3. Only P, Ca, and Mn concentrations were significantly reduced by bic in all demes. Statistical significance of treatment vs. genotype interactions (*p*-value < 0.05) are shown in Dataset S1. However, all tissue concentrations in A1_(c+)_ exposed to bic remained above the deficiency thresholds for Brassicaceae species [30]. Especially relevant is the ability of A1_(c+)_ to maintain leaf Fe concentrations under bic stress. According to previous investigations, this is due to the ability of this deme to mobilize Fe by the exudation of coumarins [23] acting as Fe reductants and chelators [31].

The analysis of fitness parameters and ionomic data revealed clear differences in the tolerance of *A. thaliana* plants to alkaline pH per se and to bic. In the sensitive accessions, Col-0 and T6_(c−)_, bic was more toxic than pH 8.3. T6_(c−)_ evolved on siliceous soil with extremely low carbonate content. Contrastingly, A1_(c+)_, which has evolved on a moderately carbonated soil (12.13% carbonate content) with pH 7.36, was more tolerant to bic than to pH 8.3. Soil conditions can act as driving force for local adaptation [23] and the carbonate/bicarbonate concentration in the original soil of A1_(c+)_ was strong enough to allow this accession to withstand the bicarbonate concentration provided in the nutrient solution (10 mM), yielding a pH of 8.3. However, this pH value achieved by organic buffer was harmful. It has previously been shown that buffers used to simulate alkaline stress may injure plants due to high salinity levels [32]. This was not the case here. The electric conductivity of both solutions was similar. We hypothesize that in the bicarbonate-tolerant deme, the buffer may not be as efficient as bic in triggering the expression of key genes required for nutrient acquisition and growth under bicarbonate stress.

### 2.3. Analysis of RNA-Seq Data

RNA-seq analyses were performed to characterize, at the gene expression level, the mechanisms underlying the differential response to bicarbonate of the two naturally selected accessions. Early responses were assessed by using leaf samples after 3 and 48 h exposure when the plants still did not exhibit any foliar symptoms of the stress treatments.

After Illumina sequencing, 72 library reads were obtained. 

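Leaf RNA was sequenced from 2 demes of *Arabidopsis thaliana*, small local populations of which A1(c+) tolerates soil carbonate and T6(c−) is sensitive to it. Each deme was grown at pH 5.9 (control), at pH 8.3 held by an organic buffer (pH 8.3), or with 10 mM NaHCO3 at pH 8.3 (bic), and leaves were taken after 3 h and 48 h, which makes 12 groups. The methods name both 3 biological replicates and 2 biological replicates with 3 technical replicates each, and the 72 libraries fit the second statement, so each group has 2 biological replicates. The authors deposited 1 column per biological replicate in which technical replicates are summed (the totals of 2 columns fall short of their 3 libraries), as log2 CPM (counts relative to the library total) with 0.5 reads added, for 18603 genes with more than 1 CPM in at least 6 of the 24 replicates. Reads were recovered from these values, because the low values of a column are whole multiples of what 1 read is worth. At 3 h, the library totals of the replicate pairs were 113.6 and 111.7 M reads in A1(c+) at pH 5.9, 98.77 and 99.87 M at pH 8.3, and 103.4 and 98.2 M under bic. In T6(c−) they were 113.2 and 114.5 M at pH 5.9, 99.41 and 107.7 M at pH 8.3, and 91.92 and 120.6 M under bic. At 48 h, A1(c+) had 105.1 and 99.67 M reads at pH 5.9, 94.95 and 92.29 M at pH 8.3, and 68.13 and 100.5 M under bic. T6(c−) had 99.69 and 93.28 M reads at pH 5.9, 95.98 and 63.51 M at pH 8.3, and 93.47 and 103.2 M under bic. Replicates rather than depth limit these data, since an exact test of 2 against 2 cannot go below a two-sided p of 0.333, and calls therefore rest on a spread shared across genes and groups.

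Differential expression was tested here on the deposited log2 values with limma, with all 12 groups in one model, a trend of the variance with expression, and Benjamini-Hochberg adjustment within each comparison. DEGs are genes that pass the paper's thresholds, an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The 2 replicates of T6(c−) at pH 5.9 were far closer to each other than other pairs. Their median dispersion index, which is 1 for pure sampling noise, was 1.65 at 3 h and 2.04 at 48 h, against 9.62 to 160 in the other 10 pairs. They still differed by more than sampling noise and were kept as 2 replicates. Whether both were split from one pool of plants or RNA is not known, and in that case T6(c−) would lack independent controls and the spread, including the spread shared across groups, would be understated. Dataset S2 names some libraries with a prefix A, and 3 replicates consist only of such libraries: A1(c+) bic 3 h replicate 2, A1(c+) pH 8.3 48 h replicate 1 and T6(c−) pH 8.3 48 h replicate 1. The first of these carries the transcripts of A1(c+) at only 1 of 21 genes that separate the demes, so it is called the library labelled A1(c+) bic 3 h replicate 2 in what follows, and where the direction of a named gene or list in A1(c+) at 3 h of bic differs between it and replicate 1, the 2 values are given apart, each against the mean of both pH 5.9 replicates. The alternatives tried on each result were set before the data were examined, except 4 that were added after (the 3 replicates left out, weights per gene or per replicate, and a mean of at least 10 CPM). Components 1 and 4 of the 24 replicates hold 36.8% and 9.9% of the variance.

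**Figure D1:**
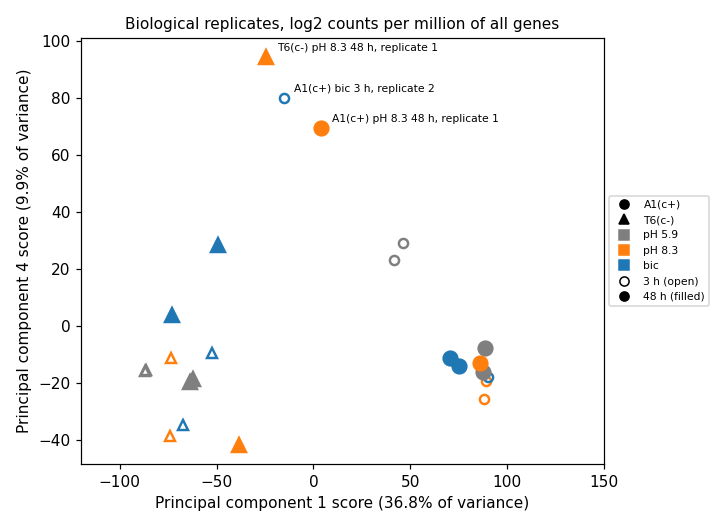
Scores of the 24 biological replicates on principal components 1 (horizontal axis, 36.8% of the variance) and 4 (vertical axis, 9.9%) of the deposited log2 CPM, with a point per replicate. The 3 replicates made only of libraries with the prefix A lie above the other 21 on component 4.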

Approximately 24,441 genes were detected to be expressed in each library (see Supplementary Datasets S2 and S3 for more details). To verify the RNA-seq transcriptome data, we selected eight genes with highly different expression levels in both demes after 3 h. The expression levels of the selected genes were quantified using q-PCR. Results obtained from both techniques were compared and we obtain high correlation between the expression level of the genes tested (Figure S2).

Annotated genes were filter by log fold change (LFC > 1 and LFC < −1) and adjusted *p*-value < 0.05. To understand the differences between A1_(c+)_-tolerant and T6_(c−)_-sensitive lines in response to different treatments (pH 8.3 vs. pH 5.9 and bic vs. control pH 5.9) at two time points (3 h and 48 h), we performed pairwise comparisons. After filtering, a total of 6163 differentially expressed genes (DEGs) were identified, considering accession, time, and treatment (Figure 2). 

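Over both demes and both times, 3539 genes were DEGs under bic and 601 at pH 8.3, each against pH 5.9, and 132 genes were in both sets. Together these comparisons held 4008 DEGs. Most of the bic set came from a single comparison: outside T6(c−) at 48 h, 64 genes were DEGs under bic. Dropping the fold change limit moved the total most, to 8756 genes.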

In general, the bic treatment caused a higher number of DEGs (5205 genes) than the high pH treatment (2420 genes), indicating that bicarbonate stress involves more complex processes than simply the specific responses to alkaline pH (Figure 2A). Exposure for 3h to bic induced differential expression of a higher number of genes in A1_(c+)_ than in T6_(c−)_. 

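With limma, 3 genes were DEGs in A1(c+) after 3 h of bic, none of them higher and 3 lower, and 0 genes were DEGs in T6(c−). At an unadjusted p under 0.05 the numbers were 2967 and 1615 genes, and the smallest adjusted p in T6(c−) was 0.191. These counts depend on the model. With the number of A-prefix libraries as a covariate A1(c+) had 899 DEGs and T6(c−) had 66, and with only the 2 groups of each comparison in the model A1(c+) had 0 and T6(c−) had 762. The close pH 5.9 replicates of T6(c−) narrow the spread of that last fit, a limit that holds for every gene it calls in T6(c−) below. In A1(c+), FER3 (AT3G56090), a ferritin, fell from 269 and 171 CPM at pH 5.9 to 17.9 and 30.6 under bic, a log2 fold change of -3.20 (standard error 0.42, adjusted p 0.0177 from limma). The other DEGs were AT4G28020, with a log2 fold change of -1.54, and AT1G45180, with -1.11.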

Contrastingly, the highest number of DEGs was observed in the carbonate-sensitive accession T6_(c−)_ when exposed for 48 h to bic (Figure 2A). 

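After 48 h of bic, 3516 genes were DEGs in T6(c−), 2559 higher and 957 lower, against 62 in A1(c+), 21 higher and 41 lower. Relative to pH 5.9 the median gene of T6(c−) rose by 0.30 on the log2 scale, and a rescaling with TMM factors or quantiles moved that median by -0.30 or -0.36. The split into higher and lower DEGs of T6(c−) turned with it, to 1380 higher and 1659 lower under TMM factors and 1514 and 1922 under quantile normalization. Replicate 1 of T6(c−) bic at 48 h departs from its deme, as described under the other observations, and its share in the 3516 DEGs was not tested. At pH 8.3 for 48 h, 29 genes were DEGs in T6(c−) and 191 in A1(c+). Across the 20 fits that each left out one replicate of another group, the T6(c−) count under bic ranged from 3372 to 3758, while the count in A1(c+) under bic ranged from 30 to 220, that in A1(c+) at pH 8.3 from 93 to 450 and that in T6(c−) at pH 8.3 from 8 to 112.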

Gene expression profiles can also be compared in the heatmap plots shown in Figure 2B. Many of these DEGs that either were upregulated or downregulated by bic were not, or were only slightly, affected by pH 8.3.

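Fold changes under bic and at pH 8.3 share the pH 5.9 libraries, so they correlate across genes without any effect. In 20 simulated draws of unchanged groups the mean r was 0.49 to 0.506 with the same spread in all groups. With the spread of each group, chosen after the values were seen because the pH 5.9 replicates of T6(c−) lie so close, it was 0.068 at 3 h and 0.042 at 48 h in T6(c−) and 0.28 and 0.212 in A1(c+). The observed r across genes was 0.725 in T6(c−) at 3 h, above the highest draw of either kind (0.518 and 0.111). At 48 h it was 0.177 in T6(c−) and 0.326 in A1(c+), and at 3 h 0.444 in A1(c+), each below the mean of the first kind and above the highest draw of the second (0.083, 0.252 and 0.311), so these 3 values cannot be ranked against no effect. Neither kind of draw covers pH 5.9 replicates of T6(c−) split from one pool. In that case more error would be shared by both fold changes without any effect, so the 0.725 does not settle an effect either. Genes are not independent replicates, though the draws took them as such, which narrows their range. No p is given for these correlations.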

### 2.4. Gene Ontology (GO) and Kioto Encyclopedia of Genes and Genomes (KEGG) Pathways under Bicarbonate Stress

The general overview of differential gene expression comparing bic versus pH 8.3 reveals that a greater number of genes and pathways were specifically implicated in the bic responses. Moreover, A1_(c+)_ and T6_(c−)_ showed contrasted reactions toward bicarbonate stress. 

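Set directly against pH 8.3, bic gave 3802 DEGs in T6(c−) at 48 h, 2633 higher and 1169 lower, and 853 in A1(c+), 244 higher and 609 lower. TMM factors changed the T6(c−) split to 1834 and 1861, and quantile normalization to 1831 and 2212. In the fit of the 2 groups alone, A1(c+) had 0 DEGs and T6(c−) 1581. At 3 h the comparison gave 4 DEGs in A1(c+) and 0 in T6(c−), with 2499 and 954 genes at an unadjusted p under 0.05.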

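The difference between the bic responses of the demes was tested as an interaction in limma. At 48 h it was past the thresholds in 772 genes, and in 507 of them the response was higher in T6(c−). The median of all genes was shifted by 0.14 under TMM factors and 0.20 under quantile normalization, and the genes with the higher response in T6(c−) became 336 of 675 under the former and 444 of 991 under the latter. When 48 h was fitted apart from 3 h, 0 genes passed, and when only the 4 groups compared were fitted, 888 passed, 655 of them with the higher response in T6(c−). At 3 h, 0 genes passed (smallest adjusted p 0.271 from limma), and 1491 had an unadjusted p under 0.05.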

For this reason, we further focused our analysis on the DEGs and pathways found in the plants exposed to the bic treatment.

Venn diagrams drawn for DEGs after 3 h (Figure 2C) and 48 h (Figure 2D) visualized DEGs that are shared between lines and time points under the different treatments. Within each deme, some of the DEGs were common to both bic and pH 8.3. This further supports the view that high pH alone cannot simulate bicarbonate stress. 

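In A1(c+), 2 DEGs were common to bic and pH 8.3 at 3 h, both lower, and 5 at 48 h. T6(c−) had 0 common DEGs at 3 h, where neither treatment gave any, and 16 at 48 h, 14 of them higher under both. The overlap expected for independent sets was 0.637 genes in A1(c+) and 5.48 in T6(c−) at 48 h, but the shared pH 5.9 libraries raise it even with no effect.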

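By replicate, the number of genes of A1(c+) with a large change at 3 h depends on which library is read. Of the genes of Dataset S10 that the paper lists as upregulated in A1(c+), 88 were analysed here, and replicate 1 was above the pH 5.9 mean by more than 1 on the log2 scale in 39 of them, the library labelled replicate 2 in 68, and both in 31. Of 126 listed as downregulated, replicate 1 was below by more than 1 in 126 and the other library in 73. The direction opposite to the listed one was less common, with 13 upregulated and 0 downregulated genes in replicate 1 and 4 and 17 in the other library. In T6(c−), both replicates passed 1 in 42 of 55 upregulated and 66 of 73 downregulated genes. Dataset S10 lists 434 genes, of which 324 were found in the table, and the paper chose them on these samples.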

After 3 h exposure to bic, more genes were differentially expressed in A1_(c+)_ than in T6_(c−)_. Venn diagrams for DEGs comparing exposure times and demes for either pH 8.3 or bic are shown in Figure S3A,B, respectively. DEGs from each time point, treatment, and deme were mapped into the KEGG pathway and Gene Ontology (GO) terms to analyze their biological functions, molecular functions, and cell localization (Figure S3C,D, Datasets S4–S6).

The highest log fold discovery rate (FDR) and number of DEGs corresponded to 48 h bic exposure of T6_(c−)_. Most affected genes were involved in biological regulation, cellular and metabolic processes, response to stimulus, cellular components, and catalytic activity. After 3 h exposure, genes related to fatty acid elongation and cutin, suberin, and wax biosynthesis were distinctive in the sensitive deme. Contrastingly, in the tolerant A1_(c+)_, genes related to 2-oxocarboxylic acid, alpha-linolenic acid, flavonoid biosynthesis, and glyoxylate and dicarboxylate metabolism were differentially regulated after 3 h exposure to bic. After 48 h, in this deme, genes related to carotenoid biosynthesis, photosynthesis, nitrogen metabolism, and carbohydrate metabolism were mostly affected.

Venn diagrams comparing upregulated and downregulated DEGs between demes after 3 h bic exposure revealed that both demes only shared a small number of genes regulated in the same direction—41 up and 41 downregulated (Figure 3A). 

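No gene was a DEG in both demes after 3 h of bic. At an unadjusted p under 0.05 in both demes, 48 genes were higher in both, 252 lower in both and 49 moved in opposite directions, and the fold changes of the demes correlated across all genes at r = 0.217. After 48 h, 40 of the 62 DEGs of A1(c+) were also DEGs in T6(c−), against 11.7 expected (Fisher's exact test, one-sided, p = 3.89e-15). Of these, 10 were higher in both demes, 29 lower in both and 1 opposite. Both sets come from the same fit with the same spread per gene, so they are not independent even with no shared effect.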

Differentially up- and downregulated genes in A1_(c+)_ were mainly related to response to stimulus and catalytic activity (Figure 3C). Interestingly, in T6_(c−)_, most affected genes were related to biological processes (up and down), cellular components (down), and electron carrier activity (down). The 3 h exposure to bic caused upregulation of many metabolism-related genes in both demes (Figure 3C). Most notably, in the tolerant A1_(c+)_, a 30-fold enrichment in the upregulation of genes involved in glucosinolate biosynthesis was observed. 

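A list of 23 genes of aliphatic glucosinolate biosynthesis, fixed before the data were examined, rose in A1(c+) after 3 h of bic, with a median log2 fold change of 0.57 and 22 of 23 genes higher (adjusted p 8.41e-18 from limma's camera over 54 list tests). In T6(c−) its median was -0.16 and 8 genes were higher (adjusted p 0.831 from camera). By replicate of A1(c+), the median was 0.43 in replicate 1, with 19 genes higher. It was 0.73 in the library labelled replicate 2, with 22 genes higher. Indolic glucosinolate genes had a median of 0.33 in A1(c+) (5 of 9 higher, adjusted p 0.00899 from camera) and of -0.38 in T6(c−) (0 of 9 higher, adjusted p 0.0238 from camera). Camera takes a preset correlation of 0.01 between genes. Of its 28 list tests under an adjusted p of 0.05, 3 held under fry, which uses the correlation in the data, and none of the 3 concerned glucosinolates. Adjusted over the list alone, 2 aliphatic genes were DEGs in A1(c+) and 0 in T6(c−), against 0 in both over all genes.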

Enrichments between 5- to 15-fold in upregulated genes related to 2-oxocarboxylic acids; alpha linolenic acids; fatty acid elongation; and valine, leucine and isoleucine were found. Some enrichment was further seen in upregulated genes of amino acid biosynthesis, biosynthesis of secondary metabolites cysteine and methionine metabolism, and other metabolic pathways. Downregulation in A1_(c+)_ mostly affected genes related to base excision repair. In the sensitive T6_(c−)_, the most conspicuous enrichment concerned upregulation of genes related to fatty acid elongation, fatty acid degradation, and galactose metabolism (Figure 3C). Both upregulation and downregulation of genes related to secondary metabolism was observed. Downregulation also affected genes related to phenylpropanoid biosynthesis and plant hormone signal transduction (Datasets S7–S9).

The large amount of DEGs in T6_(c−)_ after 48 h exposure to bic (Figure 3B,D,F) indicated that this sensitive deme suffered from severe stress, leading to multiple secondary stress responses affecting almost all cellular and metabolic processes, even before visible foliar symptoms were detectable. Therefore, our further analytical efforts were focused on the differential responses between demes after 3 h exposure to bic (Datasets S7–S9).

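The highest log2 fold changes among the DEGs of T6(c−) at 48 h belonged to genes without a read at pH 5.9, for which only bounds can be given. AT2G13660 was at least 560-fold higher under bic, AT1G10150 at least 393-fold and AT2G41440 at least 184-fold. On the lower side, CIB1 (AT4G34530) fell from 20.9 and 19.5 CPM to 0 reads in both bic replicates, at least 661-fold lower. NEET (AT5G51720) had a log2 fold change of -8.01 (standard error 1.29, adjusted p 0.000269 from limma) and DIR1 (AT5G48485) of -8.63 (adjusted p 0.0211 from limma). In A1(c+), NEET had a log2 fold change of -5.51 and CIB1 of -1.00. Among the DEGs of A1(c+) at 48 h, the iron transporter gene IRT1 (AT4G19690) rose from 0.0381 and 0.0702 to 7.0 and 1.54 CPM, and AT1G49500 and EXPA9 (AT5G02260) had log2 fold changes of 2.55 and 1.94. AT2G36885, BRS1 (AT4G30610) and AT2G10940 had log2 fold changes of -4.43, -3.72 and -3.48. From the large number of DEGs of T6(c−) at 48 h the paper reasons that the sensitive deme was under severe stress with secondary responses in nearly all cell processes, and therefore turns to the early responses at 3 h.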

### 2.5. Signal Perception and Signal Transduction

#### 2.5.1. Receptor-Like Kinases and Receptor-Like Proteins (RLK/RLP)

The 3 h exposure to bic caused a considerable up- and downregulation of DEGs related to response to stimuli in both A1_(c+)_ and T6_(c−)_. According to that, extreme DEGs among demes were selected (Dataset S10). Many of these genes are related to signal perception and signal transduction. Therefore, heat maps for these genes were drawn (Figure 4A,B).

Specific analyses of genes mediating Fe deficiency-induced reversible protein phosphorylation have revealed that in *A. thaliana* roots, the predominant gene groups code for proteins of the leucine-rich repeat kinase subfamily (RLK) [33]. Here, we found that 21 *RLK/RLP* genes were differentially expressed in shoots after 3 h exposure to bic (Figure 4A). In A1_(c+)_, bic distinctively upregulated genes coding for receptor-like proteins RLP 2, 32, 34, 37, and 39, and for receptor-like serine/threonine protein kinases SD1-6, also designed as ARK2, and SD18 (Figure 4A). Among these different RLPs, only RLP32 belongs to the validated defense RLPs [34]. This protein recognizes Inf-1, the bacterial translocation initiation factor of proteobacteria. Both RLP32 and RLP39 have been proposed to interact with SOBIR1; the interaction with SOBIR1 may be mediated via a stretch of negatively charged amino acids, such as aspartate and glutamate, in the apoplast close to the plasma membrane. 

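None of the 6 receptor genes analysed here was a DEG. In 4 of them the rise in A1(c+) came mainly from the library labelled bic 3 h replicate 2. RLP2 (AT1G17240) had 0.0352 and 0.0358 CPM at pH 5.9, 0.0774 in bic replicate 1 and 3.8 in the other library, against 3.48 to 4.04 in the 4 libraries of T6(c−) at these treatments. ARK2 (AT1G65800) had 5.29 CPM in bic replicate 1 and 126 in the other library, a log2 fold change of -0.04 and 4.53 respectively, against 101 to 130 CPM in T6(c−). For RLP34 (AT3G11010) these fold changes were 1.01 and 5.24, and its 88.5 CPM in that library lay above the 1.72 to 7.65 CPM of T6(c−). For RLP39 (AT3G24900) they were 0.57 and 3.38, and its 7.72 CPM lay above the 2.62 to 5.5 CPM of T6(c−). RLP32 (AT3G05650) and RLP37 (AT3G23110) had log2 fold changes of -0.01 and -0.03, which turned positive under TMM factors (0.20 and 0.17) and quantile normalization (0.19 and 0.12). In replicate 1 and the other library they were at -0.15 and 0.14 for *RLP32* and at 0.41 and -0.48 for *RLP37*. The deme difference passed the thresholds in none of the 6, with adjusted p from limma between 0.478 and 0.668. Receptor-like proteins form a multigene family, so the authors' counting could have split reads between members.

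**Figure D2:**
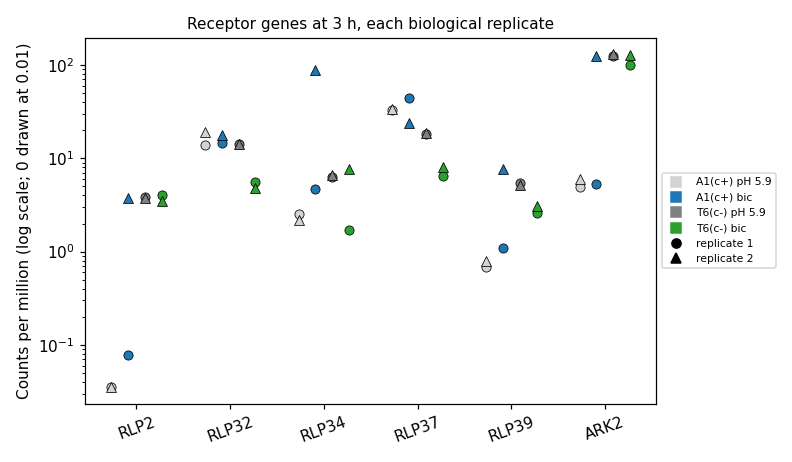
CPM of RLP2, RLP32, RLP34, RLP37, RLP39 and ARK2 (vertical axis, log scale, with 0 drawn at 0.01) in each biological replicate at 3 h, by deme and treatment, with a point per replicate. RLP2 stands at 3.8 and ARK2 at 126 in the library labelled A1(c+) bic 3 h replicate 2, apart from the 0.0774 and 5.29 of replicate 1.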

Contrastingly, *RLP2*, also known as Clavata2-related gene, and the serine/threonine kinases SD1-6 or ARK2 are involved in developmental processes [35].

In both demes, bic upregulated *RKL1, RLK902*, and *CRR9*. 

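RKL1 (AT1G48480) and RLK902 (AT3G17840) were lower under bic in both demes, though not past the thresholds. In A1(c+) their log2 fold changes were -0.74 and -0.27 (adjusted p 0.397 and 0.71 from limma), and in T6(c−) -0.30 and -0.55 (adjusted p 0.89 and 0.644 from limma). RLK902 was higher in the library labelled A1(c+) bic 3 h replicate 2 (0.37) and lower in replicate 1 (-0.90). The pair is closely similar, and counting could have shared reads between them. CRR9 was not analysed here.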

RKL1 and RKL902 are two highly homologous receptor kinases apparently involved in mechanical and biotic stress signaling and salicylic acid-induced responses [36]. CRR9, chlororespiratory reduction 9, is a protein required for the formation of a NADH dehydrogenase-like complex [37]. The protein is involved in cyclic electron transport around photosystem I, a process favored under Fe deficiency [38]. In T6_(c−)_, bic specifically upregulated CRRSP7, a putative cysteine-rich repeat secreted protein. 

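Of 19 receptor genes of Fig. 4A that were analysed here, 2 were higher under bic in T6(c−) after 3 h, with a median log2 fold change of -0.55, and 11 were higher in A1(c+), with a median of 0.31. The paper chose these genes on the same samples.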

All other *RLK/RLP* genes were downregulated by bic in both demes.

#### 2.5.2. Peroxidases

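Peroxidase genes of Fig. 4B, 16 of which were analysed here, had a median log2 fold change of -0.58 in A1(c+) and -0.97 in T6(c−) after 3 h of bic, with 4 genes higher in each deme. As the paper selected them for their change in these libraries, no list test was run on them.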

Most of the 22 genes related to peroxidases, which were differentially expressed after 3 h bic treatment, were downregulated in both demes (Figure 4B). This is in line with reduced activity of cell wall peroxidase observed by others in Fe-deficient plants [39]. Downregulated only in T6_(c−)_ were *PER4, 5, 38, 54,* and *58*, coding for extracellular peroxidases involved in oxidative stress; PER52 involved in lignin biosynthesis; and PER37 located in vascular bundles acting as a negative regulator of growth [40]. However, in the sensitive T6_(c−)_, *PER39*, *63*, and *66* were specifically upregulated. The corresponding peroxidases are also located in the apoplast and are related to oxidative stress. PER66 has been found to be involved in xylem formation and lignification [41]. Specifically downregulated in A1_(c+)_ were *PER11*, *39*, and *66*, which are related to detoxification of reactive oxygen species (ROS), and *PER17*, involved in lignin biosynthesis. Interestingly, *PER35* was specifically upregulated in A1_(c+)_. PER35 has been associated with transcription-associated mark trimethylation of H3 lysine 4 (H3K4me3) [42] and is essential for gene regulation during cell transition processes [43]. Taken together, these results reinforce the crucial role of differential expression of peroxidase genes in the early leaf responses to bicarbonate. Recent research by Santos et al. (2019) [44] hypothesized that Fe-efficient plants do not activate the antioxidant machinery in leaves because of better Fe translocation to the shoots, while inefficient plants suffering from oxidative stress induced by Fe deficiency show reduced ascorbate peroxidase (APX) activity.

#### 2.5.3. Glutathione-Related

In both A1_(c+)_ and T6_(c−)_, exposure to bic upregulated GPX1 (Figure 4A). This chloroplastic glutathione peroxidase plays an important role in degradation of H_2_O_2_ under stress conditions [45]. 

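GPX1 (AT2G25080) had 376 and 321 CPM at pH 5.9 and 373 and 432 under bic in A1(c+), a log2 fold change of 0.21. In T6(c−) it had 399 and 397 at pH 5.9 and 409 and 445 under bic, a log2 fold change of 0.10. Neither rise passed the thresholds (adjusted p 0.623 and 0.925 from limma).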

Under bic exposure, main DEGs related to glutathione were glutathione-S-transferases (GSTs) of the tau type (GSTU). Most of these *GSTU* genes were downregulated in both demes (*GSTU3*, *4*, *6*, *10*, *11*, *12*, and *15*) (Figure 4A). Specifically upregulated in A1_(c+)_ were *GSTU17* and *GSTU26*, while *GSTU25* and *GSTU28* were specifically upregulated in T6_(c−)_. 

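For the 6 tau-type genes analysed here, *GSTU3*, *4*, *6*, *10*, *11* and *15*, the fitted log2 fold changes were negative in both demes, from -1.81 to -0.35 in A1(c+) and from -1.41 to -0.16 in T6(c−). None passed the thresholds, and the smallest adjusted p from limma was 0.546 in A1(c+) and 0.813 in T6(c−). GSTU4 (AT2G29460) was lower in every bic replicate, by -1.50 and -1.49 in A1(c+) and by -1.09 and -0.32 in T6(c−). Under quantile normalization, *GSTU6* (0.11) and *GSTU11* (0.19) in A1(c+) and *GSTU15* (0.03) in T6(c−) turned positive. In A1(c+), *GSTU6* and *GSTU11* were higher in replicate 1 (0.85 and 0.13) and lower in the library labelled replicate 2 (-1.54 and -1.34). Members of this family are similar enough that counting could have split their reads.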

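GSTU26 (AT1G17190) rose in both demes, by a log2 fold change of 1.24 in A1(c+) and 1.01 in T6(c−) (adjusted p 0.364 and 0.708 from limma), but in A1(c+) the rise was 0.07 in replicate 1 and 2.41 in the library labelled replicate 2. GSTU17 (AT1G10370) fell by 0.21 on the log2 scale in A1(c+), with 0.17 in replicate 1 and -0.60 in the library labelled replicate 2, and rose by 0.37 with the A-prefix libraries as a covariate. For GSTU28 (AT1G53680), the log2 fold change in T6(c−) was -0.32 (adjusted p 0.89 from limma) and in A1(c+) -1.23 (adjusted p 0.177 from limma). GSTU25 was not analysed here.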

GSTs of the phi type, namely, *GSTF6*, *10* and *12*, were downregulated in both demes. 

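Of the phi-type genes, GSTF6 (AT1G02930) had a log2 fold change of -0.96 in T6(c−), lower in both bic replicates, and of -0.34 in A1(c+), where the bic replicates at 60.2 and 51.9 CPM lay between the pH 5.9 replicates at 45.3 and 110. GSTF10 (AT2G30870) had 0.36 in A1(c+) and -0.03 in T6(c−), the latter 0.04 under TMM factors. GSTF12 (AT5G17220) had -0.96 in A1(c+), where replicate 1 was at -2.45 and the library labelled replicate 2 at 0.54, and 0.02 in T6(c−). No change of the 3 genes passed the thresholds (smallest adjusted p 0.62 from limma).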

The functions of GSTUs are poorly explored. They are generally described as being associated with toxin catabolic processes. Different *GSTUs* (*GSTU1*, *3*, *4*, *8*, *10*, *11*, *12*, and *24*) have been found strongly upregulated after fungal or bacterial attack [46]. Interestingly, certain GSTUs and GSTFs have been involved in the glucosinolate metabolism of Brassicaceae [47,48,49]. GSTF6 and GSTU4 seem to catalyze the GSH conjugation of indole-3-acetonitrile, a step in camalexin biosynthesis, while GSTF10 has been proposed to act in the biosynthesis of indolyl-glucosinolates. GSTU20 may act as a GSH donor in the biosynthesis of aliphatic glucosinolates [50].

Bic specifically upregulated *GSTU25* and *28* in T6_(c−)_ (Figure 4A). GSTU strongly binds to hydroxy C6 conjugates of fatty acids and it has been proposed that this enzyme may catalyze the formation of GSH conjugates of fatty acids and promote the transport to other compartments [51]. The differential expression of genes coding for glutathione-S-transferases under bic exposure suggests a general downregulation of glucosinolate biosynthesis in T6_(c−)_ and a shift from indolyl-GS to aliphatic GS in the tolerant A1_(c+)_ deme.

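Over 19 glutathione-related genes of Fig. 4A, the median log2 fold change after 3 h of bic was -0.55 in A1(c+) and -0.20 in T6(c−), with 5 and 6 genes higher. The difference between the demes was past an adjusted p of 0.05 for aliphatic glucosinolate genes (median difference 0.56, adjusted p 1.46e-12 from limma's camera) and for indolic ones (0.40, adjusted p 8.94e-05 from camera), and for neither under fry (adjusted p 0.246 and 0.258).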

#### 2.5.4. Calmodulin

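Calmodulin-related genes of Fig. 4A, 6 of which were analysed here, were higher in 3 and lower in 3 in each deme after 3 h of bic, with median log2 fold changes of 0.18 in A1(c+) and 0.08 in T6(c−). The median was 0.69 in replicate 1 of A1(c+) and -0.27 in the library labelled replicate 2, and -0.05 and 0.22 in the replicates of T6(c−). IQM2 and At5g10660 were not analysed here.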

Bicarbonate exposure negatively regulated the IQ motif-containing protein IQM2 and the calmodulin-like protein coded by *At5g10660* in both demes (Figure 4A). Specifically downregulated in T6_(c−)_ were *CML23*, *CML37*, *CML41*, and *SARD1* (SAR deficient 1). Instead, in A1_(c+)_, both *SARD1* and *CML41* (calmodulin-like 41) were specifically upregulated. 

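In T6(c−), CML41 (AT3G50770) went from 14.3 and 14.0 to 6.07 and 7.28 CPM under bic, a log2 fold change of -1.09 (adjusted p 0.789 from limma). SARD1 (AT1G73805) had -0.52, with -0.89 and -0.15 in the replicates. CML23 (AT1G66400) had -0.04, which became 0.23 under quantile normalization and 0.03 under TMM factors, and CML37 (AT5G42380) had 0.21. In A1(c+), the log2 fold changes of *CML23* and *CML37* were -0.32 and 0.85, the former with 0.36 in replicate 1 and -1.00 in the library labelled replicate 2. Adjusted over the list of 38 genes the paper names for T6(c−), 5 were DEGs, against 0 over all genes. The paper chose them on these samples, so the first number is not independent evidence.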

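SARD1 rose from 16.0 and 15.5 CPM at pH 5.9 to 33.9 and 40.6 under bic in A1(c+), a log2 fold change of 1.24 (standard error 0.46, adjusted p 0.205 from limma). CML41 had 0.67, with 1.06 in replicate 1 and 0.29 in the library labelled replicate 2. The difference between the demes was 1.76 for either gene (adjusted p 0.532 for *SARD1* and 0.801 for *CML41*, limma). Over the 78 genes that the paper names for A1(c+), 15 were DEGs when adjusted over the list alone and 0 over all genes, and the same limit holds, since the list was chosen on these samples.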

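CPK2 (AT3G10660) went from 5.9 and 4.67 CPM to 4.66 and 2.0 in A1(c+), and from 3.18 and 3.37 to 6.08 and 6.95 in T6(c−). The log2 fold changes of -0.78 and 0.99 had adjusted p of 0.282 and 0.421 (limma), and their difference of -1.77 had an adjusted p of 0.478. Replicate 1 of A1(c+) alone was at -0.17.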

The calcium-dependent protein kinase 2 (CPK2) was specifically upregulated only in T6_(c−)_ and downregulated in A1_(c+)_. These results indicate clear differences in early Ca^2+^-dependent signaling pathways between the bic-tolerant and the sensitive deme. Specific upregulation of *CPK2* in T6_(c−)_ suggests enhanced phosphorylation of nicotinamide adenine dinucleotide phosphate (NADPH) oxidases inducing ROS signaling and programmed cell death [52]. However, in this bic-sensitive deme, both jasmonate (JA) and salicylate (SA) signaling pathways seemed downregulated. This is supported by the observed downregulation of *CML37,* required for jasmonic acid (JA) production [53], and of *SARD1*, coding for a key transcription factor in salicylic acid (SA) biosynthesis [54] Contrastingly, in A1_(c+)_, bic-induced enhancement of both *SARD1* and *CML41* indicates activation of biotic stress signaling. 

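A list of 13 jasmonate genes rose in both demes after 3 h of bic, with a median log2 fold change of 0.79 in A1(c+) (13 of 13 higher, adjusted p 9.97e-11 from limma's camera) and 0.58 in T6(c−) (12 of 13 higher, adjusted p 2.26e-05 from camera). The difference between the demes had a median of 0.07 (adjusted p 0.0813 from camera). Salicylate genes were higher in A1(c+), with a median of 0.57 and 13 of 15 genes up (adjusted p 4.16e-09 from camera), and lower in T6(c−), with a median of -0.41 and 1 of 15 up (adjusted p 0.0136 from camera). After 48 h the jasmonate median in T6(c−) was 1.73 (13 of 13 higher, adjusted p 0.0204 from camera), and this result also held under fry (adjusted p 0.00889). The salicylate contrast did not last. After 48 h all salicylate genes but EDS1 and PR5 were higher in T6(c−), and 3 of 15 were DEGs there. These were EDS5, PBS3 and NPR3, with log2 fold changes of 1.88, 2.12 and 1.12. In A1(c+) all but PAD4, WRKY70, WRKY54 and WAK1 were lower after 48 h, and 0 were DEGs.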

CML41 can be induced by flagellin and promotes the deposition of callose in plasmodesmata, thus conferring resistance to *Pseudomonas syringae* [55]. Interestingly, studies with SA-deficient mutants have shown that accumulation of endogenous SA levels are required for activation of the Fe deficiency response. However, under Fe deficiency, *pad4*, a mutant with deficient SA biosynthesis, maintained higher shoot Fe levels and higher chlorophyll concentrations than Col-0 wildtype [48].

#### 2.5.5. Transcription Factors

Exposure to bic had a strong influence on DEGs coding for transcription factors (TFs) (Figure 4C). Surprisingly, most were downregulated. In A1_(c+)_, 22 TFs were upregulated and 105 were downregulated; in T6_(c−)_, upregulation and downregulation were 37 and 70, respectively. Among the TFs exclusively upregulated in the tolerant A1_(c+)_, we found the *Auxin Response Factor*, coding for ARF20, which acts as repressor of gene transcription in response to auxin in the shoot apical meristem [56]. Upregulated only in A1_(c+)_ were also two *Heat Shock Factors—At4g19630* coding for an unknown protein, and *At2g26150* coding for HSFA2, which responds not only to heat stress, but also to salinity and osmotic imbalance [57]. 

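AT4G19630 was at or under the floor of 3 reads in both A1(c+) replicates at pH 5.9. It had 0.029 CPM in bic replicate 1 and 5.5 in the library labelled replicate 2, at least 104-fold higher than the control on their mean, and 5.45 to 6.95 in the 4 libraries of T6(c−). HSFA2 (AT2G26150) rose by 0.59 and 0.74 on the log2 scale in the A1(c+) libraries (adjusted p 0.713 from limma) and was at -0.77 and -1.25 in those of T6(c−).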

Among C3H type TFs, one coding for ZDW4 with unknown function was upregulated, while those coding for C3H14 and CDM1 were downregulated. Interestingly, C3H14 and CDM1 are regulators of the biosynthesis of hemicellulose and callose, respectively [58,59].

Specifically downregulated by bic in A1_(c+)_, but unaffected in T6_(c−)_, were the following TFs: three *Apetala2* (*AP2s*), coding for AIL7, ANT, and WRK14; two *Cysteine-rich polycomb-like (CPPs)*, coding for TCX2 and TCX6; one *E2F/DF*, coding for DEL3; and one *Teosinte branched1/Cincinnata/proliferating cell factor TCP*, coding for TCP1 (Figure 4C). 

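The 4 genes analysed here, AIL7 (AT5G65510), ANT (AT4G37750), TCX2 (AT4G14770) and DEL3 (AT3G01330), were lower in A1(c+) replicate 1 under bic, by log2 fold changes of -2.68, -2.17, -2.38 and -2.50. In the library labelled replicate 2, *AIL7*, *ANT* and *TCX2* were higher, at 1.94, 1.04 and 0.08, and *DEL3* was at -1.56. No gene passed the thresholds (smallest adjusted p 0.267 from limma), and *AIL7* turned from -0.37 to 0.55 under quantile normalization. In T6(c−) the same genes had log2 fold changes of -1.17, -1.06, -0.66 and 0.06. A list of 15 mitotic genes had a median of -0.79 in A1(c+) (0 higher, adjusted p 0.355 from limma's camera), which came from replicate 1, with a median of -2.23 and 0 genes higher, whereas the library labelled replicate 2 had a median of 0.64 and 12 genes higher. For T6(c−), a median of -0.80 was found (1 higher, adjusted p 0.0318 from camera).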

Except for WRK14, which is involved in the control of cuticular wax biosynthesis under stress, all others are related to cell proliferation and shoot growth regulation. AIL7 is required for high PIN1 (auxin efflux carrier component1) responsible for leaf shape, ANT controls cell proliferation, TCX2 has been involved in fate transition and cell division in stomatal development, and DEL3 plays a role in cell elongation and differentiation [60]. This specific downregulation of TFs involved in plant growth promotion indicated that under bic-exposure, the shoot growth is quickly adjusted to the stress situation. However, this downregulation after 3 h did not result in reduced shoot growth after longer term exposure. Most probably, the downregulation is a sign of transitory changes leading to an adaptive growth response, allowing better performance under bic than in the sensitive T6_(c−)._

In both demes, five TFs of the basic *helix-loop-helix family* (*bHLH)* were upregulated and five were downregulated. Several TFs of this family play a central role in Fe homeostasis under Fe deficiency conditions [61,62,63]. However, under bic exposure only *PYE* was upregulated in both demes. 

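PYE (AT3G47640) rose in T6(c−) from 5.56 in both pH 5.9 replicates to 38.6 and 41.5 CPM under bic, a log2 fold change of 2.85 (standard error 0.77, adjusted p 0.298 from limma). In A1(c+) it went from 5.18 and 5.99 to 19.1 in replicate 1 and 5.64 in the library labelled replicate 2, a log2 fold change of 0.90 (adjusted p 0.619 from limma), or 1.77 with replicate 1 alone. In T6(c−) it was a DEG with the A-prefix replicates left out and with only the 2 groups compared.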

PYE is a key regulator of plant Fe deficiency responses. *PYE* is a strong repressor of *FER* coding for ferritin, which tightly binds Fe. *FER* repression thus reduces Fe sequestration and enhances the Fe fraction available for essential cell processes [62]. 

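The bHLH genes of clade Ib rose in both replicates of T6(c−) after 3 h of bic, with log2 fold changes of 3.62 for bHLH38 (AT3G56970), 4.02 for bHLH39 (AT3G56980), 4.42 for bHLH100 (AT2G41240) and 3.48 for bHLH101 (AT5G04150). The adjusted p from limma lay between 0.436 and 0.667, because these genes vary widely between the replicates of other groups. Leaving out the 3 replicates made only of A-prefix libraries made all 4 DEGs. In A1(c+) the replicates disagreed. Replicate 1 rose by 5.41, 5.26, 4.92 and 2.01 in the same order, from 0.29 and 0.188 to 10.1 CPM for *bHLH38*, whereas the library labelled replicate 2 fell by 1.64, 1.43, 3.83 and 0.84. The difference between the demes was not past the thresholds for any of the 4 (adjusted p 0.726 to 0.95, limma). These genes are paralogs whose reads the counting could have shared.

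**Figure D3:**
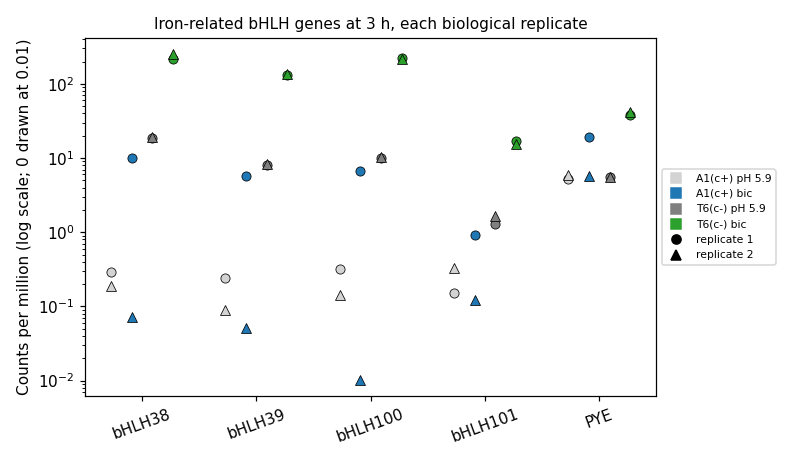
CPM of bHLH38, bHLH39, bHLH100, bHLH101 and PYE (vertical axis, log scale) in each biological replicate at 3 h, by deme and treatment, with a point per replicate. In T6(c−) both bic replicates lie above both pH 5.9 replicates, and in A1(c+) the bic replicates of bHLH38 stand at 10.1 and 0.0713.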

Contrastingly, only in T6_(c−)_ were bHLHs of the Ib clade, namely, *bHLH39*, *38*, *100*, and *101*, were upregulated by bic. These TFs activate FIT, the key regulator for Fe uptake and transport. Furthermore, Ib clade bHLHs promote leaf expansion in the shoot [63]. FIT repressor bHLH11 was downregulated in T6_(c−)_.

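PRE1 (AT5G39860) had log2 fold changes of 0.38 in A1(c+) and 0.91 in T6(c−) after 3 h of bic (adjusted p 0.779 and 0.676 from limma). SPCH (AT5G53210) fell in A1(c+) replicate 1, from 2.66 and 2.3 at pH 5.9 to 0.203 CPM, and stood at 2.44 in the library labelled replicate 2. Its fitted log2 fold change of -1.80 had an adjusted p of 0.58 (limma). The remaining bHLH genes of this group were not analysed here.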

In A1_(c+)_, upregulated bHLHs were *bHLH23*, *114*, and *136 (PRE1),* while *bHLH10* and *45* (MUTE), *SPCH*, and *HEC1* were downregulated. These TFs seemed to not be directly related to Fe deficiency response pathways but to growth and developmental processes. *PRE1* mediates brassinoesteroid regulation of cell elongation [64]. HEC1 targets WUS and promotes cell proliferation in the shoot apical meristem [65]. SPCH and MUTE are key regulators for stomatal size and density in response to environmental changes [66].

A highly contrasting influence of bic on MYB TFs in both demes was observed. Only *HOS10*, a R2R3-type MYB TF, was upregulated in A1_(c+)_. 

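HOS10 (AT1G35515) rose from 0.0616 and 0.116 CPM at pH 5.9 to 0.135 and 0.397 under bic in A1(c+), a log2 fold change of 1.41 (adjusted p 0.457 from limma). In T6(c−), where it stood between 1.55 and 2.12 in the 4 libraries, the log2 fold change was 0.05.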

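Of the 5 other MYB genes analysed here, MYB53 (AT5G65230) and MYB3R-4 (AT5G11510) were lower in both A1(c+) bic libraries, with log2 fold changes of -1.42 and -1.52 (adjusted p 0.283 and 0.249 from limma). MYB23 (AT5G40330) fell by 2.06 in replicate 1 and was 0.21 higher in the library labelled replicate 2. MYB1 (AT3G09230) had -0.14, which became 0.11 under quantile normalization and 0.07 under TMM factors, with -0.44 in replicate 1 and 0.17 in the library labelled replicate 2. MYB10 (AT3G12820) was higher, with a log2 fold change of 1.32 that came from the library labelled replicate 2 (3.19) and not from replicate 1 (-0.55).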

Nine other MYBs were downregulated (*MYB1*, *10*, *23*, *46*, *53*, *86*, *120*, and *122*, and *MYB3-R4*). *MYB3-R4* is a transcriptional activator of cytokinesis [67]. MYB122 is required for indolyl-glucosinolates acting downstream of JA, SA, ethylene, and abscisic acid (ABA) [68]. These results further confirm that A1_(c+)_ exposure to bic has a quick influence not only on shoot growth and developmental processes, but also on biotic stress signaling pathways.

A1_(c+)_ exposure to bic enhanced the transcription of *WRKY70*, *54*, and *18*, while *WRK23*, *44* (TTG2), and 45 were downregulated. 

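WRKY54 (AT2G40750) and WRKY70 (AT3G56400) rose in both A1(c+) bic libraries, with log2 fold changes of 1.39 and 1.14 (adjusted p 0.107 and 0.237 from limma). WRKY18 (AT4G31800) rose by 1.69 in replicate 1 and not in the library labelled replicate 2 (-0.02). WRKY23 (AT2G47260) and WRKY45 (AT3G01970) were lower in both, with -1.23 and -1.64, and TTG2 (AT2G37260) was at -2.03 and 0.14. The 2 pH 5.9 replicates of *WRKY45* differed widely, at 4.1 and 24.2 CPM. *WRKY54*, *WRKY70*, *WRKY23* and *TTG2* were DEGs with the A-prefix libraries as a covariate.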

Inversely, in T6_(c−)_, only downregulation of WRKYs was observed, namely, *WRKY12*, *14*, *30*, *50*, *51*, *62*, and *71*. 

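The 6 genes analysed here, *WRKY12*, *14*, *30*, *50*, *51* and *62*, were lower in both T6(c−) bic replicates, each by more than 1 on the log2 scale, with fitted fold changes from -3.11 to -1.15. The smallest adjusted p was 0.281 (limma), for WRKY50 (AT5G26170), which fell from 7.18 and 6.43 to 2.86 and 3.27 CPM. WRKY62 (AT5G01900) stood at 0.0326 and 0.373 CPM in the bic replicates, so its fold change rests on few reads. With only the 2 groups compared, *WRKY12*, *14*, *30* and *50* were DEGs.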

WRKYs participate in regulatory networks of biotic and abiotic stress responses, either activating or repressing transcription [69]. In biotic stress signaling, SA-induced WRKYs can repress JA signaling, either directly or indirectly [70]. Overexpression of SA-induced *WRKY70* represses the expression of *PDF1.2* induced by MeJa [71,72]. *WRKY23* regulates auxin transport by a local regulation of flavonol biosynthesis [73].

Among the *Ethylene Responsive Factors (ERFs)*, 4 were upregulated and 11 were downregulated in A1_(c+)_ (Figure 4C). In T6_(c−)_, upregulation and downregulation were 4 and 7, respectively. 

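ERF13 (AT2G44840) rose from 1.34 and 1.48 CPM to 8.26 and 2.45 in A1(c+) after 3 h of bic, a log2 fold change of 1.68 (standard error 0.78, adjusted p 0.312 from limma). Its log2 fold change in T6(c−) was 0.24. ERF98 and ERF109 were not analysed here.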

Among the upregulated ERFs in A1_(c+)_, we found *ERF13*, *98*, and *109*. *ERF13* responds to exogenous ABA and JA and increases expression of the defensin gene *PDF1.2* [74]. ERF98 has been related to ascorbic acid biosynthesis [75], while ERF109 acts downstream of auxin, promoting cell growth under stress conditions [76]. Further influence of bic on growth regulation in A1_(c+)_ is indicated by the downregulation of *Cytokinin Response Factors* (*CRF*)*1, 2, 5,* and *6.* Disruption of these TFs yields larger leaf rosettes and delay of senescence [77]. 

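CRF6 (AT3G61630) fell from 24.2 and 26.3 to 9.18 and 10.7 CPM, a log2 fold change of -1.35 (adjusted p 0.257 from limma). CRF2 (AT4G23750) and CRF5 (AT2G46310) had -0.94 and -0.97, lower in both libraries. CRF1 (AT4G11140) was at -1.73 in replicate 1 and 0.23 in the library labelled replicate 2. In T6(c−), *CRF6* had 0.52 and the other genes -0.98 to -0.34, and the difference between the demes was largest for *CRF6*, at -1.87 (adjusted p 0.571 from limma).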

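ERF72 (AT3G16770) had 92.7 and 384 CPM in the A1(c+) replicates at pH 5.9 and 63.4 and 74.7 under bic. The log2 fold change of -1.45 (adjusted p 0.372 from limma) is set against a control whose replicates lie far apart, and it was -0.32 in T6(c−).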

Interestingly, *ERF72* was also downregulated in the tolerant deme. *ERF72* has been described as quickly upregulated under Fe deficiency; the enhanced expression has been related to the regulation of chlorophyll degradation and Fe deficiency-induced chlorosis [78]. TFs related to drought resistance were also downregulated in A1_(c+)_, such as *Translucent Green (TG),* an activator of aquaporins [79]; *DREB19* [80]; and *SHINE2*, involved in epicuticular wax production. 

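DREB19 (AT2G38340) was lower in both A1(c+) bic libraries, by -3.08 and -3.30, with a fitted log2 fold change of -3.19 (standard error 0.74, adjusted p 0.0817 from limma), against 1.04 in T6(c−). It was a DEG with the A-prefix libraries as a covariate and when 3 h was fitted apart from 48 h. SHN2 (AT5G11190) had -2.27 in replicate 1 and 0.14 in the library labelled replicate 2.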

Differently, in T6_(c−)_, bic induced upregulation of stress-related ERFs—*ERF54* and *ESE2*—and *ERF39* related to primary cell wall biosynthesis [81]. 

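ESE2 (AT2G25820) rose from 0.503 and 0.594 CPM to 1.64 and 1.41 in T6(c−), a log2 fold change of 1.47 (adjusted p 0.283 from limma), and was a DEG with only the 2 groups compared. In A1(c+) its log2 fold change was 0.11, with 0.33 in replicate 1 and -0.11 in the library labelled replicate 2. ERF54 and ERF39 were not analysed here.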

Contrastingly, downregulation of *ESR1* (*Enhancer of Shoot Regeneration 1*); stress-related *ERF14*; and *ERF96*, a positive regulator of ABA response [82], was observed.

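NAC044 (AT3G01600) was lower in A1(c+) after 3 h of bic, at 0.232 and 0.519 CPM against 6.01 and 4.9 at pH 5.9, a log2 fold change of -3.95 (standard error 1.05, adjusted p 0.101 from limma). In T6(c−) it was at 12.2 and 10.9 under bic and 7.91 and 8.23 at pH 5.9.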

Bic treatment caused downregulation of eleven NAC TFs in A1_(c+)_; only *NAC44* and *NAC95* were upregulated. 

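In T6(c−), NAC090 (AT5G22380) fell from 1.5 and 1.32 to 0.315 and 0.746 CPM, a log2 fold change of -1.52 (adjusted p 0.609 from limma). With weights per replicate it was a DEG. The fold change in A1(c+) was 0.69.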

In T6_(c−)_, only *NAC71*, *90*, and *95* were downregulated. Most NACs are involved in plant developmental processes, phytohormone signaling, and biotic and abiotic stress responses [83]. *NAC90* is one of the “NAC troika genes” that act as regulators of the shift to leaf senescence. *NAC42* and *87* are targets of this NAC troika [84].

The considerable differences between A1_(c+)_ and T6_(c−)_ in the bic-induced changes in TF expression reveal quick regulation of growth and developmental processes in the tolerant deme in response to bic. These adaptive responses are mainly orchestrated by SA, JA, auxin, and ABA and induced by biotic and abiotic stress signaling pathways. Upregulation of PYE helping to mobilize Fe from ferritin was the only typical Fe deficiency response in A1_(c+)_. 

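In A1(c+), a list of 17 genes of the iron deficiency response had a median log2 fold change of 0.63 after 3 h of bic, with 14 genes higher (adjusted p 1.93e-05 from limma's camera, 0.65 from fry). The rise came from replicate 1, with a median of 1.77 and 16 genes higher, and in the library labelled replicate 2 the median was -0.12 and 11 genes were lower. After 48 h the median was 2.37 and 17 of 17 genes were higher (adjusted p 0.0003 from camera). Adjusted over the list alone, 0 of these genes were DEGs at 3 h and 7 at 48 h, against 0 at both times over all genes. The 3 ferritin genes had a median of -3.19 at 3 h, all lower (adjusted p 0.000208 from camera and 0.00889 from fry).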

Contrastingly, in the sensitive T6_(c−)_, bic exposure caused fast FIT-regulated Fe deficiency responses in line with the impaired ability to translocate Fe to the developing shoots.

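In T6(c−), the same iron deficiency list had a median log2 fold change of 2.85 after 3 h of bic, with 16 of 17 genes higher (adjusted p 2.62e-13 from limma's camera, 0.143 from fry), and 11 genes were DEGs when adjusted over the list alone. The response was lower in A1(c+) by a median of -1.73 (adjusted p 0.029 from camera, 0.474 from fry), and by -0.88 with replicate 1 of A1(c+) alone. Ferritin genes fell in T6(c−) as well, with a median of -3.03 (adjusted p 0.0293 from fry). After 48 h of bic, the fitted response was higher in A1(c+) for all genes of the iron deficiency list but NRAMP1 and AT1G74770. For bHLH38 the log2 fold changes were then 7.83 in A1(c+) and 7.38 in T6(c−), each with a standard error of 2.03. Over all genes, 4 of the list were DEGs in T6(c−) at 48 h, against 0 in A1(c+).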

### 2.6. Protein–Protein Interaction Network Functional Enrichment Analysis with Specific Bic-Induced Genes

The analysis of the expression of genes coding for stress signal perception/transduction and transcription factors revealed that shoots of both demes perceived and responded to carbonate stress in different ways. To further explore these differential mechanisms, we performed protein–protein interaction network functional enrichment analysis using STRING database (Figure 5 and Figure 6). After 3 h exposure to bic, 273 genes were differentially expressed in A1_(c+)_ and 123 genes in T6_(c−)_. In both demes, part of the genes was not linked to others due to lack of information on these protein interactions (Datasets S11 and S13). Nonetheless, we could observe clear differences between the tolerant A1_(c+)_ (Figure 5) and the sensitive T6_(c−)_ (Figure 6). In A1_(c+)_, many of the DEGs could be grouped into seven interconnected, functional categories related to SA, JA, GS, cell cycle, carbohydrate metabolism, sulfur deficit, antioxidants, and multidrug and toxic compound extrusion (MATE) efflux (Figure 5, Dataset S12). Inversely, in the sensitive T6_(c−)_, the main DEGs were grouped into five categories: Fe homeostasis (up); abiotic and biotic stress response; cuticular wax, nutrient, and transport activity; lipid transfer; and oxidative stress response. Only nutrient transport activity, lipid transfer, and oxidative stress response were connected by STRING (Figure 6, Dataset S14).

Shen et al. (2016) [48] reported that Fe deficiency induces SA accumulation, which enhances auxin and ethylene signaling and activates Fe transport by *bHLH38/39* regulation of downstream iron genes. In fact, in the sensitive deme T6_(c−)_, both the *FIT*-dependent [85] and the *FIT*-independent pathways [86] for iron homeostasis were activated by bic, as indicated by the upregulation of *bHLH39* and *bHLH100*, respectively. 

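NAS4 (AT1G56430) rose from 16.0 and 15.8 to 70.6 and 63.0 CPM in T6(c−) after 3 h of bic, and NRAMP4 (AT5G67330) rose as well. Their log2 fold changes of 2.07 and 1.98 had adjusted p of 0.435 and 0.447 (limma), and both were DEGs with only the 2 groups compared. In A1(c+) the log2 fold changes were 0.63 and 0.29, the latter with 0.59 in replicate 1 and -0.01 in the library labelled replicate 2, and the deme differences of -1.44 and -1.69 did not pass the thresholds (adjusted p 0.798 and 0.724, limma).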

Upregulation of *NAS4* coding for nicotianamine synthase and *NRAMP4* coding for Fe transporter exporting Fe from vacuoles further confirms the quick activation of Fe mobilizing mechanisms in the bic-sensitive deme.

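WAK1 (AT1G21250) rose by 0.47 and 0.63 on the log2 scale in the A1(c+) libraries after 3 h of bic, a fitted log2 fold change of 0.55 (adjusted p 0.463 from limma), and had -0.77 in T6(c−). AT2G25510 stood at 34.9 and 23.0 CPM at pH 5.9, 35.9 in bic replicate 1 and 957 in the library labelled replicate 2. That value is near the 1020 and 1030 of T6(c−) at pH 5.9 and above its 301 and 433 under bic. The log2 fold change of AT2G25510 in A1(c+), 2.71 (adjusted p 0.178 from limma), therefore rests on the library labelled replicate 2.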

In the tolerant A1_(c+)_, bic enhanced SA, as shown by the upregulation of *SARD1* [54] and several SA-induced genes such as *WAK1* and *At2g25510*. SA, in turn, induced *WRKY70*, a key regulator of SA-induced genes and a repressor of JA-responsive genes [70]. 

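ORA59 (AT1G06160) had 2.04 and 11.8 CPM in A1(c+) at pH 5.9 and 0.561 and 0.591 under bic at 3 h, a log2 fold change of -3.08 (standard error 1.65, adjusted p 0.384 from limma). It was also lower in T6(c−), by -1.77.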

In our tolerant plants, bic exposure caused a downregulation of *ORA59*, which is essential for the integration of JA/ethylene transduction pathways. *ORA59* is required for the expression of defensin *PDF 1.2*, a typical JA signaling gene [87]. 

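VSP2 (AT5G24770) rose from 101 and 149 to 657 and 684 CPM in A1(c+) after 3 h of bic, a log2 fold change of 2.45 (adjusted p 0.246 from limma), and AOS (AT5G42650) had a log2 fold change of 1.16 (standard error 0.29, adjusted p 0.0907 from limma). AOC1 (AT3G25760), whose near copies could share its reads, and OPR3 (AT2G06050) had 0.69 and 1.05. All 4 were higher in both libraries. They were also higher in T6(c−), at 1.30 for *VSP2*, 0.92 for *AOS*, 0.93 for *AOC1* and 0.37 for *OPR3*.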

Contrastingly, *VSP2*, another JA-responsive marker gene, as well as *AOS*, *AOC1,* and *OPR3* involved in JA biosynthesis, were upregulated (Figure 5). STRING connected AOS and OPR3 to GGP1, a γ-glutamyl peptidase that catalyzes the hydrolysis of the γ-glutamyl residue of GSH-conjugated glucosinolates. GSH is the sulfur donor for GS biosynthesis and GGP1 is a key enzyme in this process [88]. Upregulation of *BCAT4*, *FMOGS-OX1*, *AKHSDH1*, *IMD1*, and *GSTU20* is in line with a bic-induced enhancement of aliphatic GS. 

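All 5 genes were higher in both A1(c+) libraries after 3 h of bic, with log2 fold changes from 0.66 to 0.88. GSTU20 (AT1G78370) came closest to the threshold, at 0.78 (standard error 0.20, adjusted p 0.0905 from limma), followed by AKHSDH1 (AT1G31230) at 0.76 (adjusted p 0.101 from limma) and BCAT4 (AT3G19710) at 0.88 (adjusted p 0.124 from limma). In T6(c−) the 5 genes lay between -0.25 and 0.23. Replicate 1 of A1(c+) alone gave 0.46 to 0.73. In the library labelled replicate 2, *BCAT4* stood at 387 CPM and *GSTU20* at 640. At pH 5.9 *BCAT4* had 186 and 191 CPM in A1(c+) and 424 and 436 in T6(c−). *GSTU20* had 399 and 258 in A1(c+) and 680 and 692 in T6(c−). The rise in that library cannot be told apart from its genotype. *BCAT4* was a DEG with the A-prefix libraries as a covariate.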

There is a close connection between mineral nutrient supply and GS biosynthesis [89]. Sulfur deficit specifically reduces the production of aliphatic GS. 

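SDI1 (AT5G48850) rose from 2.5 and 3.6 to 12.7 and 8.83 CPM in A1(c+) and from 1.55 and 1.69 to 5.32 and 4.49 in T6(c−) after 3 h of bic, log2 fold changes of 1.82 and 1.59 (adjusted p 0.191 and 0.497 from limma). LSU2 (AT5G24660) had 0.92 and 0.79. A list of 8 sulfur deficiency genes was higher in all 8 in each deme, with medians of 0.71 and 0.90 (adjusted p 2.26e-05 and 3.24e-05 from limma's camera).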

Here, we observed an upregulation of *SDI1* (*Sulfur Deficit Induced 1*) and *LSU2* (*Response to Low Sulfur*). *SDI1* has been reported to promote the release of sulfur from internal storage sites [90]. *LSU2* is upregulated not only under S-deficiency, but also by Fe deficiency, high pH, and Cu toxicity [91]. Interestingly, *BGLU28* was downregulated. This myrosinase gene usually is upregulated under sulfur deficiency, while *bglu28* mutants display high GS levels [92]. Accordingly, our data indicate that in the tolerant deme A1_(c+)_ bic does not directly cause S deficiency but specifically induces GS production and, consequently, the upregulation of S-deficiency related genes to cope with the higher S-demand.

STRING connected GS genes to cell cycle and DNA-repair related genes by *AK3* and *WEE1* (Figure 5). *AK3* codes for an aspartate kinase catalyzing the first step in aspartate-derived amino acids [93]. WEE1 is a kinase involved in cell cycle inhibition related to DNA damage and repair [94]. 

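XRI1 (AT5G48720), BUB3.2 (AT1G49910), BRCA1 (AT4G21070) and MND1 (AT4G29170) were lower in both A1(c+) libraries after 3 h of bic, each by more than 1 on the log2 scale. The largest change was that of *BRCA1*, from 288 and 143 to 26.6 and 3.83 CPM, a log2 fold change of -4.33 (standard error 1.07, adjusted p 0.0901 from limma). The others had -2.88, -2.25 and -2.30 (adjusted p 0.101 to 0.138, limma). In T6(c−) the 4 genes had log2 fold changes of 0.27 to 0.67, and the differences between the demes, from -5.00 to -2.51, had adjusted p of 0.478 to 0.55 (limma).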

Surprisingly, exposure to bic downregulated many genes involved in DNA repair, such as *XR1*, *BUB32*, *BRAC1*, and *MND1*. DNA damage repair is usually upregulated in plants exposed to different abiotic and biotic stresses [95]. 

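WEE1 (AT1G02970) fell from 5.97 and 3.69 to 0.803 and 1.9 CPM in A1(c+) after 3 h of bic, a log2 fold change of -1.92 (adjusted p 0.0901 from limma), and had -0.06 in T6(c−). FIB (AT4G04020) rose from 486 and 374 to 715 and 695, a log2 fold change of 0.73 (adjusted p 0.504 from limma). Both were DEGs with the A-prefix libraries as a covariate.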

Downregulation of *WEE1* together with enhancement of *FIB* coding for tryptophan aminotransferase, a key enzyme in auxin biosynthesis [96], supports the view that leaf cell growth was activated after 3 h exposure to bic. These results further indicate that in the tolerant A1_(c+)_ adaptive shoot growth events are activated in response to bic. However, RNA-seq only provides a snapshot of gene expression at a given time point; here, 3 h. It is possible that this growth promotion is a consequence of an earlier cell cycle arrest and upregulation of DNA repair in response to stress, followed by a downregulation after successful correction. To prove this attractive hypothesis, one must perform expression analysis after shorter exposure time. In addition, STRING connected GS biosynthesis to carbohydrate metabolism via adenosine 5′-phosphosulfate kinase (APK) and *SEX1*, a α-glucan water dikinase required for starch degradation. Enhanced starch degradation is also supported by the upregulation of *BAM6* coding for ß-amylase, while *BMY3* coding for α-amylase was downregulated. 

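BAM6 (AT2G32290) went from 24.4 and 24.2 CPM to 47.9 in replicate 1 and 15.2 in the library labelled replicate 2, and BMY3 (AT5G18670) from 13.1 and 21.7 to 6.28 and 20.7. The fitted log2 fold changes of 0.15 and -0.56 (adjusted p 0.913 and 0.733 from limma) thus average libraries that moved in opposite directions.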

Glucose has been identified as a positive regulator of GS biosynthesis [97]. Furthermore, GS biosynthesis was related to organic carbon from 2-oxocarboxylic acid metabolism via *AK3*.

DTX/MATE efflux carrier expression was downregulated by bic exposure. 

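DTX3 (AT2G04050) fell from 27.3 and 23.8 to 1.2 and 2.65 CPM in A1(c+) after 3 h of bic, a log2 fold change of -3.83 (standard error 0.74, adjusted p 0.0571 from limma), and DTX1 (AT2G04040) had -1.86 (adjusted p 0.142 from limma). The pair are neighbouring paralogs whose reads could have been shared. *DTX3* was a DEG among the genes with a mean of at least 10 CPM. DHAR1 (AT1G19570) rose by 1.37 (adjusted p 0.122 from limma). In T6(c−), *DTX3* had 0.47, *DTX1* -0.08 and *DHAR1* 0.65.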

STRING connected downregulated *DTX1* and *DTX3* (*At2g04050*) to upregulated *DHAR1* (deshydroxyascorbate reductase) by means of the glucosyltransferase gene *UGT74E2*. Ascorbic acid not only plays a key role in the protection against oxidative stress, but also improves internal Fe availability [98]. The functions of DTX efflux carriers are still poorly established. DTX1 has been involved in cadmium tolerance [99]. DTX3 may facilitate membrane transport of xenobiotics; both DTX3 and DTX4 (*At2g04070*) seem to have an efflux protein with broad substrate specificity [100]. Downregulation of these DTXs could be related to the reduced efflux of some organic compound acting as a strong ligand for Fe, thus facilitating Fe availability.

### 2.7. Mechanisms Underlying Differential bic Toxicity and Tolerance in A. thaliana Demes

Our results demonstrate that the effects of bicarbonate on *A. thaliana* differs from those caused by high pH alone (Figure 1). At equal pH, bic is more toxic to sensitive T6_(c−)_ and Col-0 than an alkaline solution with organic buffer. In the tolerant A1_(c+)_, the opposite was found. Induction of Fe deficiency is among the best-known consequences of bicarbonate toxicity in sensitive plants. In fact, the quick upregulation of Fe homeostasis-related genes in leaves of T6_(c−)_ exposed to bic (Figure 6) is a clear sign of the difficulty of these sensitive plants to maintain sufficient Fe transport to the leaves. Bicarbonate not only interferes with the Fe-reducing capacity of the roots [101], but also specifically inhibits the translocation from roots to shoots [102]. This inhibition of Fe translocation has classically been related to enhanced root production of organic acids, especially citrate. Citrate is a strong ligand for Fe and may favor Fe sequestration into root vacuoles [103]. More recently, studies with bic-exposed kiwi plantlets supplemented with ^57^Fe related bic-induced inhibition of Fe translocation to the leaves with apoplastic accumulation of water-soluble Fe in the cell wall apoplast and the imbalance of nitrogen and carbon metabolism [98]. In fact, due to carbonic anhydrase activity, HCO3^−^ supply favors dark fixation of inorganic C [104], leading to enhanced organic acid biosynthesis. In T6_(c−)_, bic exposure led to DEGs involved in nutrient balance and transport activities that were not directly related to Fe deficiency DEGs (Figure 6). 

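In T6(c−), BGAL2 (AT3G52840) rose from 30.0 and 31.4 to 59.4 and 67.8 CPM after 3 h of bic, a log2 fold change of 1.05 (standard error 0.24, adjusted p 0.229 from limma). EXT3 (AT1G21310) fell from 118 and 117 to 12.0 and 35.9, and EXT21 (AT2G43150) from 249 and 237 to 91.4 and 134, log2 fold changes of -2.50 and -1.13 (adjusted p 0.562 and 0.674 from limma). In A1(c+) the 3 genes had 0.16, -1.35 and -0.29. In the library labelled replicate 2, *BGAL2* was lower (-0.19) and *EXT21* higher (0.48), against 0.50 and -1.06 in replicate 1. All 3 were DEGs in T6(c−) with only the 2 groups compared, a fit whose spread is narrowed by the close pH 5.9 replicates.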

Upregulation of *BGAL2*, coding for β-galactosidase, and downregulation of *EXT3* and *EXT21* (*AT2G43150*) suggests fast bic influence on leaf cell walls. 

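AT5G13400 rose from 14.4 and 14.2 to 29.5 and 29.3 CPM in T6(c−) after 3 h of bic, a log2 fold change of 1.04 (adjusted p 0.492 from limma). AAP4 (AT5G63850) fell from 37.8 and 39.1 to 15.0 and 13.1, a log2 fold change of -1.45 (adjusted p 0.288 from limma). In A1(c+) they had -0.27 and 0.24, with 0.21 and -0.18 in replicate 1 and -0.75 and 0.67 in the library labelled replicate 2. The deme differences of -1.31 and 1.70 (standard errors 0.59 and 0.54) did not pass the thresholds (adjusted p 0.605 and 0.478, limma).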

Upregulation of *AT5G13400* coding for the nitrate transporter NRT1, as well as downregulation of *AAP4*, responsible for phloem export of amino acids, is in line with enhanced nitrogen requirement in bic-stressed leaves.

In the bicarbonate-tolerant A1_(c+)_, we have previously shown enhanced root exudation of flavonol-type phenolics enabling roots to mobilize sparingly soluble Fe [23]. Here, we further observed bic-induced upregulation of *PYE* and *Ascorbate Reductase* in leaves, both being factors that can contribute to increased availability of biologically active Fe in the leaves. To avoid imbalance of organic carbon caused by dark fixation of inorganic carbon derived from bic, A1_(c+)_ may shuttle organic C into the pathway of aliphatic glucosinolates, as indicated by the upregulation of aspartate kinase 3 *(AK3)* and 3-isopropylmalate dehydrogenase *(IMD1)* (Figure 6). Sulfur requirement for GS biosynthesis is provided by the upregulation of sulfur deficiency-induced genes such as *LSU2* and *SDI1* and the downregulation of *BGLU28* involved in GS degradation under S deficiency conditions.

A key question concerns the trigger mechanism and the regulation of these quick differential leaf responses in A1_(c+)_. According to our RNA-seq data, SA and JA may play a central role. Bic-induced upregulation of *WRKY70* connected the enhanced SA pathway to differential regulation of the JA pathway and GS biosynthesis (Figure 5). Interestingly, in the tolerant A1_(c+)_, bic exposure specifically enhanced the expression of certain defense-related RLKs and RLPs (Figure 4). A primary objective of future research is to explore whether apoplastic bic, less Fe translocation from root to shoot, or any other root-derived signal is responsible for the activation of these primary signal perception molecules that trigger defense mechanisms in the leaves of bic-tolerant A1_(c+)_.

## 3. Materials and Methods

### 3.1. Plant Material

In previous studies, natural variation of *Arabidopsis thaliana* populations from Catalonia [105] were tested in a multi-year small scale common garden under carbonated condition [23]. Seeds of extreme phenotype lines A1_(c+)_, a moderately alkaline-tolerant deme, and T6_(c−)_, an alkaline-sensitive deme, were collected from the last reciprocal transplant experiment performed in 2015 and stored under fresh (4 °C) and dry conditions until the beginning of the experiments. Col-0 seeds purchased from The Nottingham Arabidopsis Stock Centre (NASC, Nottingham, U.K.) [106] were included as a reference genome.

### 3.2. Growth Conditions

Seed sterilization: Selected seeds were surface sterilized by soaking in 70% (*v*/*v*) ethanol for 1 min, suspended in 30% (*v*/*v*) commercial Clorox bleach and 1 drop of Tween-20 for 5 min, and rinsed 5 times in sterile 18 MΩmilli-Q water.

Hydroponic culture: Seeds were sown in 0.2 mL tubes containing 0.6% agar prepared in nutrient solution 1/2 Hoagland (pH 5.9). Seeds were kept at 4 °C for 7 days in the dark to synchronize germination. Tubes containing seed were placed in the growth chamber (12 h light/12 h dark, 150 µmol cm^−2^·s^−1^, 40% humidity and 25 °C). After root emergence, the bottom of the tubes containing seedlings was cut off and the tubes were placed in 150 mL hydroponic containers with aerated nutrient solution 1/2 Hoagland (pH 5.9).

When 15 days old, the seedlings were separated in different sets and the following treatments were applied: control (½ Hoagland solution at pH 5.9), high pH (½ Hoagland solution at pH 8.3), and bicarbonate (½ Hoagland solution at pH 8.3 with 10 mM NaHCO_3_). Solutions were buffered with different proportions of MES (2-(N-morpholino) ethanesulfonic acid hydrate, 4-morpholineethanesulfonic acid) and BTP, depending on final pH in continuous aeration. The selected bicarbonate concentration has previously been shown to discriminate between the carbonate-tolerant and -sensitive deme [23]. To check whether this concentration allows reproductive growth in the tolerant accession, we performed A1_(c+)_ preliminary essays with bicarbonate concentrations ranging from 0 to 20 mM (pH 8.3). Rosette diameter and length of the longest root were monitored every week by image analysis (Figure S1).

Plate culture: For germination assays, 45 seeds from each deme were sown in plates under a flow cabinet with sterile material. Plates contained 3 treatments: control (½ MS at pH 5.9), high pH (½ MS at pH 8.3), and bicarbonate (½ MS at pH 8.3 and 10 mM NaHCO_3_). All plates contained Phyto-agar 0.6% (Duchefa, Haarlem, The Netherlands), and solutions were buffered using different proportions of MES and BTP depending on final pH. Plates with seeds were kept at 4 °C for synchronizing germination. After 7 days under stratification treatment, plates were moved to a growth chamber (12 h light/12 h dark, 150 µmol cm^−2^·s^−1^, 40% humidity and 25 °C). Germination and radicle emergence were daily checked during the following 10 days.

### 3.3. Physiological Trait Measurements

Plants from tolerant A1_(c+)_, sensitive T6_(c−)_, and Col-0 were used to test fitness in hydroponic conditions. Every week, pictures of the entire plants were taken. The photographs were used to measure the length of the largest root and the rosette diameter (*n* = 9–12) using ImageJ software [107]. We did not use a dye prior to image acquisition.

Siliques production was counted at maturity (*n* = 9). The leaf nutritional state of plants was assessed in plants submitted for 15 days to treatment conditions. Leaves were washed with 18 MΩ water before placing into Pyrex digestion tubes. Sampled plant material was dried for 4 days at 60 °C and weighed before open-air digestion in Pyrex tubes using 0.7 mL concentrated HNO_3_ at 110 °C for 5 h in a hot-block digestion system (SC154-54-Well Hot Block, Environmental Express, Charleston, SC, USA). Four plant replicates from each deme and treatment were used to determine the concentrations of the selected elements (Ca, K, Mg, Na, P, S, B, Mo, Cu, Fe, Mn, Zn) by inductively coupled plasma optical emission spectroscopy (ICP-OES; Thermo Jarrell-Ash, model 61E Polyscan, Waltham, MA, USA).

### 3.4. RNA Isolation, Library Construction, and Sequencing

Leaf material from plants cultivated under hydroponic conditions were recollected 3 and 48 h after starting the treatments. Twelve plants per line and treatment were pooled to perform 3 biological replicates. Leaves were immersed in liquid nitrogen, homogenized to a fine powder, and stored at –80 °C. The total RNA of 100 mg of leaf powder for each biological replicate was extracted using the Maxwell plant RNA kit (Promega Corporation, Madison, WI, USA) following the manufacturer’s instructions. For each sample, approximately 2 μg of total RNA was used for quality evaluation. Total RNA was quantified using a Qubit 2.0 Q32866 (Life Technologies, Carlsbad, CA, USA) to prepare the complementary deoxyribonucleic acid (cDNA) library.

cDNA library was composed by 72 samples, collected from A1(_c+_) and T6(_c−_) plants exposed for 3 h (quick response) or 48 h (long response) to the different treatments (2 biological replicates and 3 technical replicates). Library preparation was performed using Novogene protocol. The cDNA library was sequenced at the Illumina NovaSeq 6000 using standard procedures to generate paired end reads of 150 bp and number of analyzed read 30-47 million pairs (Novogene, Sacramento, CA, USA).

Clean reads were obtained by removing reads containing adapters, reads containing poly-N, and low-quality reads from raw data. Simultaneously, Q20, Q30, and GC content of the clean data were calculated. After filtering, clean reads on average had 35.7 million reads, which occupied 98% of the total reads of all libraries. In all samples, the Q30 value was over 89%, and the GC content was 44% (Datasets S2 and S3). All downstream analyses were based on the clean data with high-quality reads. Reference genome and gene model annotation files were downloaded from the genome website directly. Index of the reference genome was built using Bowtie v2.2.3 (John Hopkins University, Baltimore, MD, USA) and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12 (John Hopkins University, Baltimore, MD, USA).

Differential expression analysis of samples was performed using a model based on the negative binomial distribution [108] and the DESeq R package (1.18.0) (www.Bioconductor.org). The resulting *p*-values were adjusted using the Benjamini and Hochberg’s approach [109] for controlling the false discovery rate (FDR). To perform the final list of DEGs, we filtered genes by adjusted *p*-value < 0.05 and LFC > 1 and LFC < −1. Raw reads and normalized gene expression of RNA-seq analysis were deposited in the Gene Expression Omnibus (GEO) database and in the National Center for Biotechnology Information’s (NCBI) Sequence Read Archive (GSE164502).

### 3.5. Gene Ontology, KEGG Pathway, and Functional Protein Association Network Analysis of DEGs

Gene Ontology (GO) enrichment analysis of DEGs was implemented by AgriGO V2 (GO Analysis Toolkit and Database for Agricultural Community (cau.edu.cn) [110]. Significant GO terms (*p* < 0.05) were classified into 3 categories: biological function, molecular process, and cellular component. KEGG pathway and STRING version 11.0 were used to understand high-level function and gene interaction network of differential expressed genes [111].

### 3.6. Relative Expression Analysis

To produce cDNAs from RNAs, we used the iScriptTM cDNA Synthesis Kit (Bio-Rad, USA) with 1 μL iScript Reverse Transcriptase + 4 μL 5x iScript Reaction Mix + Sample + Molecular Water to obtain 20 μL volume. Samples were run in a thermocycler (48-well MJ MiniTM, Bio-rad, Hercules, CA, USA) at 5 min 25 °C, 30 s 42 °C, and 5 s 85 °C. Dilution of the cDNAs was performed 1/50 with water (Molecular Biology Reagent, Sigma-Aldrich, St. Louis, MO, USA). Diluted cDNA (1:50) was used as a template for quantitative PCRs using iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA, USA). Real-time detection of fluorescence emission was performed on a CFX384 Real-Time System (Bio-Rad, Hercules, CA, USA) using the following conditions: denaturalization step 10″ 95 °C followed by annealing and extension 30″ 60 °C. A total of 40 cycles were run. Melt curve was performed, increasing from 65.0 °C to 95.0 °C by 0.5 °C each 5 seconds Plates were edited using the CFX manager version 3.1 software.

Extremely expressed genes across lines at 3 h were chosen as candidate genes to validate transcriptomic experiment using qPCR.

Primers from selected genes were designed using NCBI primer blast tool [112] (Biolegio, Nijmegen, The Netherlands). The sequences of primers used are detailed in Figure S2. The expression of target genes was normalized to the expression level of the Actin and Tubulin genes of *A. thaliana* [113]. The relative expression (RE) of each gene was calculated in comparison to the control treatments (pH 5.9) at each time point. The expression of the target gene relative to the expression of the reference gene was calculated using the 2−ΔΔCt method [114].

### 3.7. Statistical Analysis

For the physiological measurements, normal distribution of the data was confirmed by Levene’s test. Differences between treatments and different demes were analyzed by two-way ANOVA. Post hoc analyses were realized using Tukey’s test. Nutrient mineral data were standardized to avoid bias due to different magnitude orders. Radial plots were used to visualize differences among treatments in each deme. Statistical analyses and plots were performed using JMP13 software (JMP, Version 13. SAS Institute Inc., Cary, NC, USA, 1989–2019).

## Figures and Tables

**Figure 1:**
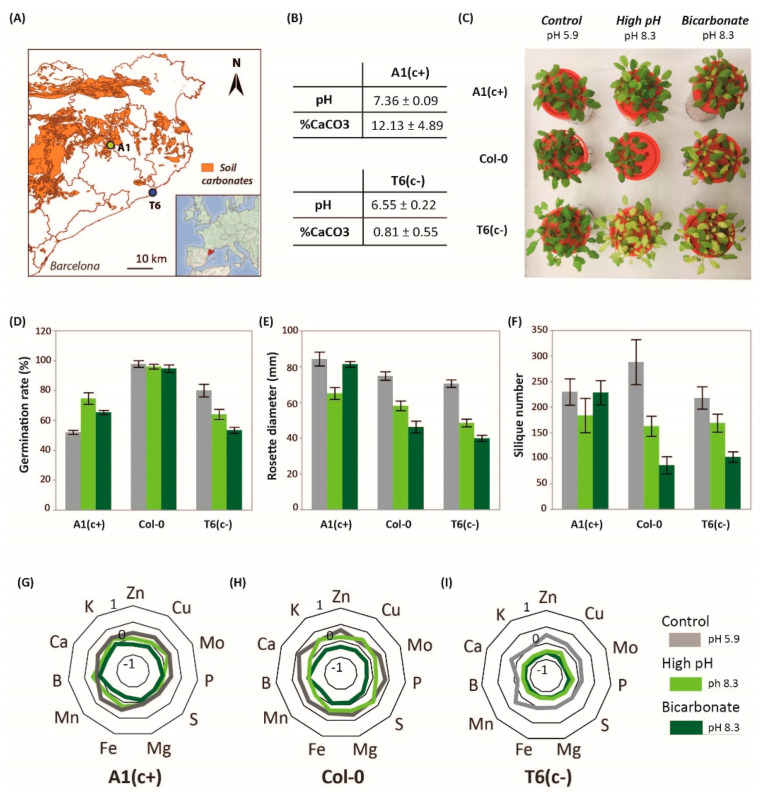
Location, soil parameters, physiological characterization, and plant nutrition. (**A**) Location of *Arabidopsis thaliana* natural populations A1_(c+)_ and T6_(c−)_ in a soil map of Catalonia. Orange areas represent calcareous soils and white areas non-calcareous soils. (**B**) Soil carbonate and pH levels (means ± Standard Error; *n* = 9) in the natural habitat of A1_(c+)_ and T6_(c−)_ populations. (**C**) Picture of 30-day-old Col-0, A1_(c+)_, and T6_(c−)_ plants under different alkaline treatments. Germination rate (**D**), rosette diameter (**E**), and silique number (**F**) of A1_(c+)_, T6_(c−)_, and Col-0 plants submitted to control (pH 5.9, grey bars), high pH (pH 8.3, light green bars), or bic (pH 8.3 with 10 mM of NaHCO_3_, dark green bars) in plates or hydroponic culture. Values are means ± SE; *n* = 45, *n* = 12, *n* = 9, respectively; letters indicate significant differences (*p* < 0.05, Tukey’s honestly significant difference HSD) per deme. (**G**–**I**) Standardized leaf mineral content of four plants per deme grown under pH 5.9 (grey lines), pH 8.3 (light green lines), or bic (dark green lines) for 2 weeks.

**Figure 2:**
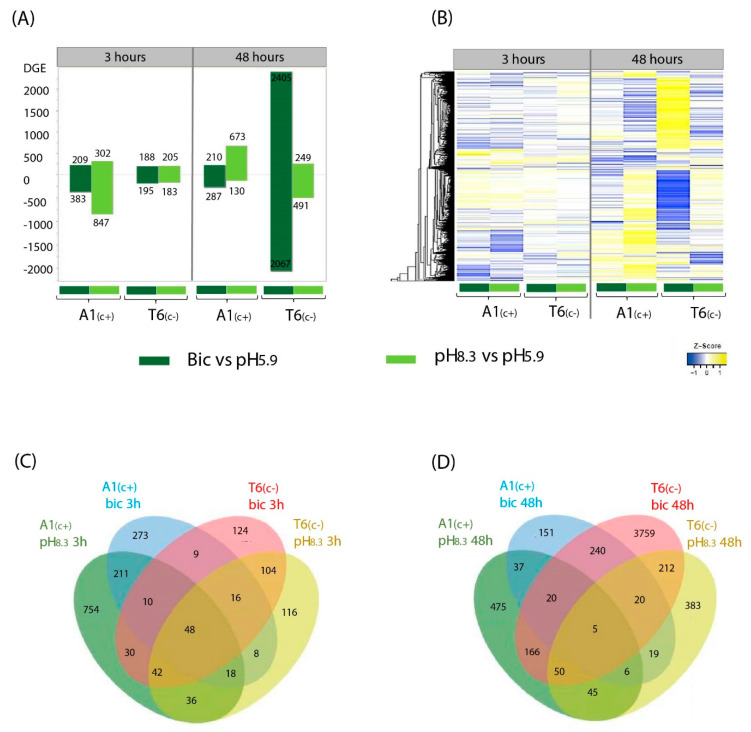
Compared transcriptomic profiles under different alkalinity treatments at two time points. Differential expressed genes (DEGs) bar plot (**A**), heatmap profile (**B**), and Venn diagram at 3 h (**C**) and 48 h (**D**) of the pairwise comparations pH 8.3 vs. pH 5.9 and bic vs. pH 5.9 in A1_(c+)_ and T6 _(c−)_ demes. DEGs were filtered at log fold change (LFC > 1, LFC < −1), and adjusted *p*-value < 0.05. Yellow areas indicate upregulated genes and blue areas indicate downregulated genes.

**Figure 3:**
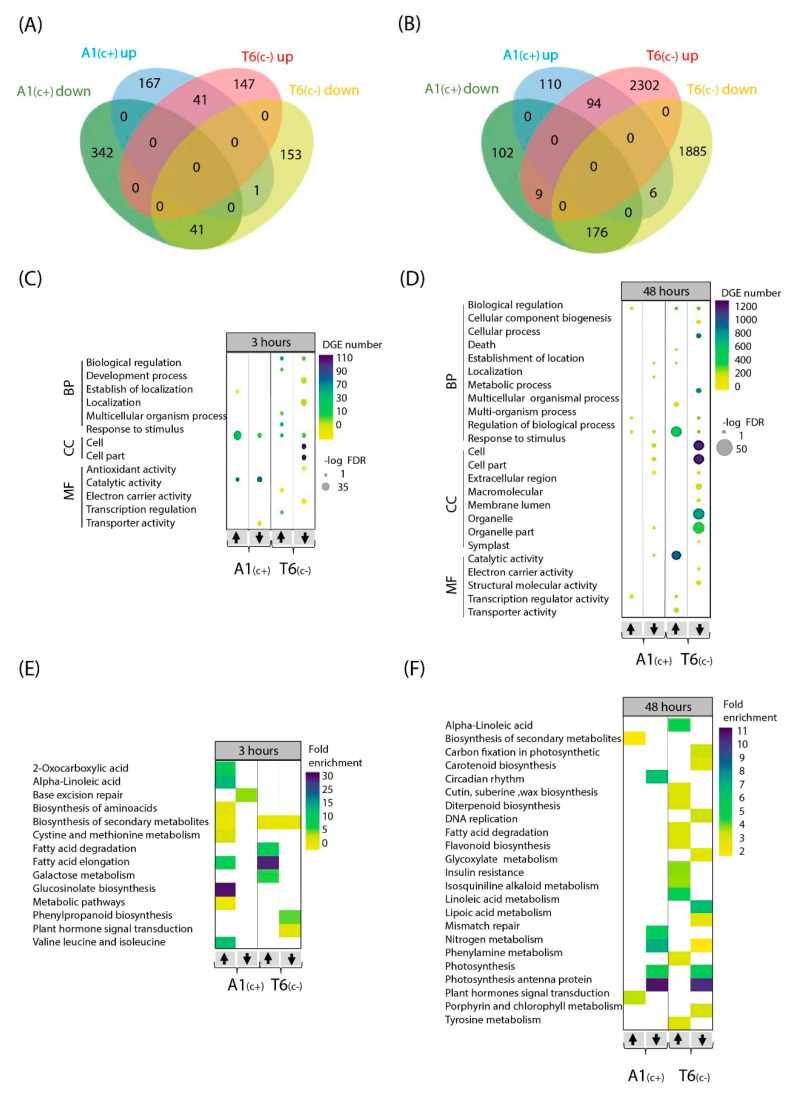
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway of bic vs. pH 5.9 treatments DEGs at two time points. Venn diagram of up- and downregulated DEGs in A1_(c+)_ and T6_(c−)_ comparing bic vs. pH 5.9 treatments after 3 h (**A**) and 48 h (**B**). Bubble plots indicating significant GO analysis of differentially expressed genes in bic vs. pH 5.9 comparison between A1_(c+)_ and T6_(c−)_ at 3 h (**C**) and 48 h (**D**). GO were filtered to adjusted *p*-value < 0.05. Scale colors indicate number of DEGs while bubble size indicates -log of adjusted *p*-value. GO terms were separated into biological function, cellular component, and molecular function. Arrows indicate up or downregulated genes. Heatmaps of KEGG pathway analysis from DEGs in bic 8.3 vs. pH 5.9 comparison between A1_(c+)_ and T6_(c−)_ at 3 h (**E**) and 48 h (**F**). KEGG pathway terms were filtered by *p*-value < 0.05. Scale colors indicate pathway fold enrichment. BP, biological process; CC, cellular component; MF, molecular function.

**Figure 4:**
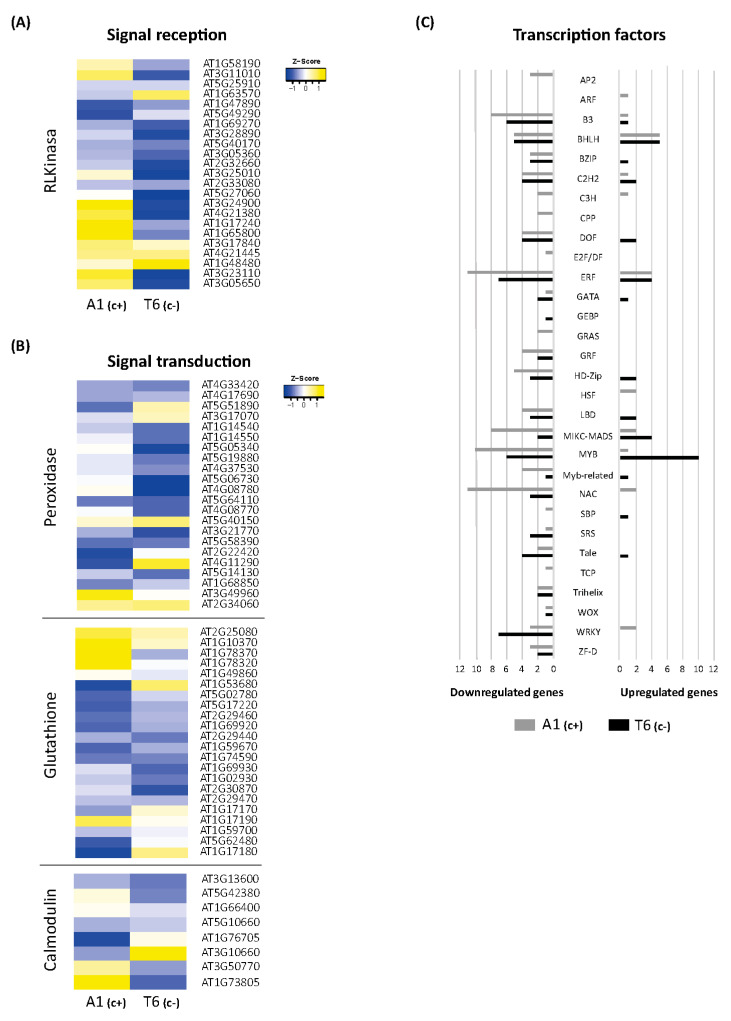
Differential expression of signal perception, transduction, and transcription factor (TF) genes involved in bicarbonate short responses. Heatmaps of DEGs from the receptor-like kinase gene family (**A**), and peroxidase, glutathione, and calmodulin gene families (**B**) in A1_(c+)_ and T6_(c+)_, comparing bic vs. pH 5.9 exposure for 3 h. Yellow color represents upregulated genes while blue color represents downregulated genes. (**C**) Bar plot indicating the total number of DEGs upregulated (right) or downregulated (left) within each transcription factor family. Tolerant deme A1_(c+)_ is marked in grey, while sensitive deme T6_(c−)_ is visualized in black color.

**Figure 5:**
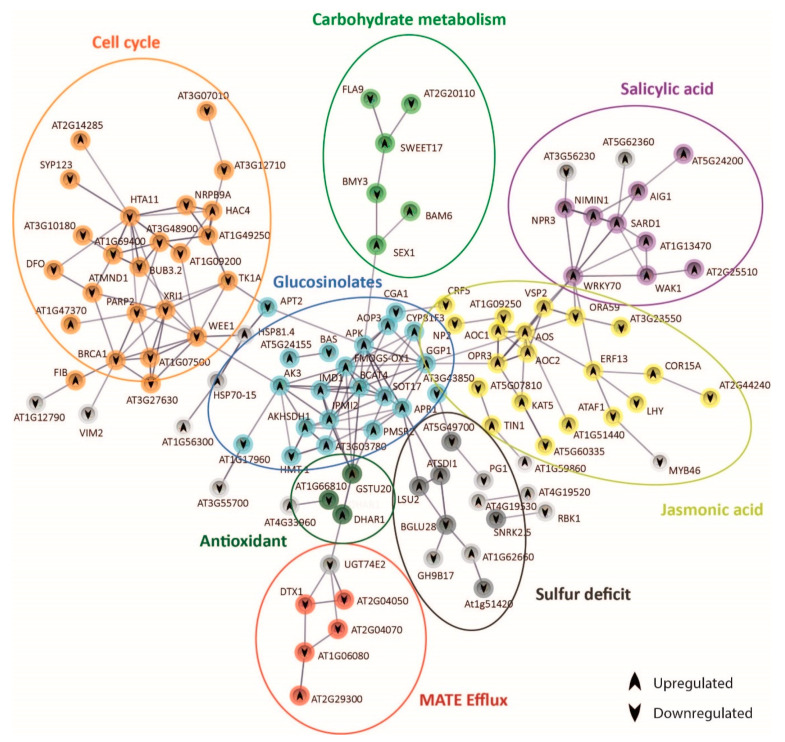
Protein–protein interaction network functional enrichment analysis of specific genes derived from the response to bicarbonate of A1 _(c+)_. Gene protein interaction network of A1_(c+)_ exclusive DEGs from bic vs. pH 5.9 comparison after 3 h exposure. Each sphere corresponds to one gene and nodes represent protein interactions. Gene pathways are shown in different colors. Arrows indicate up- or downregulation of the genes.

**Figure 6:**
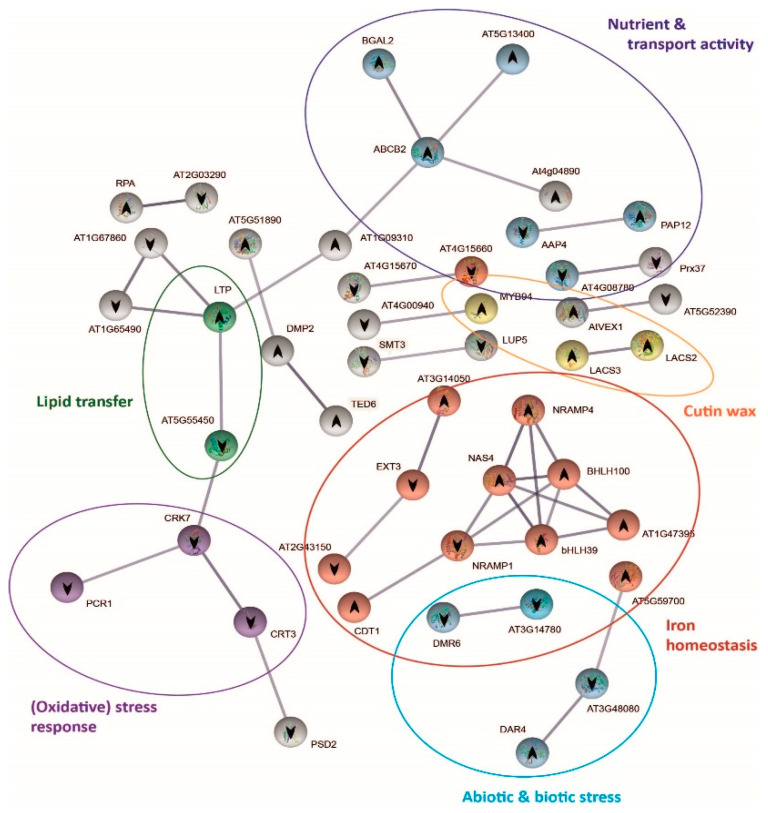
Protein–protein interaction network functional enrichment analysis of specific genes derived from the response to bicarbonate of T6 _(c−)_. Gene protein interaction network of T6_(c−)_ exclusive DEGs from bic vs. pH 5.9 comparison after 3 h exposure. Each sphere corresponds to one gene and nodes represent protein interactions. Gene pathways are shown in different colors. Arrows indicate up or downregulation of the genes.

## Data Availability

Not applicable.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/3/1226/s1. Figure S1: Growth responses of moderately bicarbonate-tolerant *A. thaliana* deme to different NaHCO_3_ concentrations. (A) Rosette diameter (cm) and (B) root length (cm) of A1_(c+)_ plants grown in hydroponics for 5 weeks. Letters indicate significant differences between treatment (*n* = 9; *p* < 0.05 according to Tukey’s HSD). Figure S2: RNA-seq validation. (A) Primer sequence from eight selected genes used for validation of the RNA-seq expression results. (B) Bar plot from RNA-seq (dark grey) and qPCR (light grey) expression results from the selected genes after 3 h of exposure to bic and pH 5.9. Results are expressed in log_2_ fold change; bars indicate standard error. Figure S3: GO and KEGG pathways of demes comparing alkaline treatment at two time points. Venn diagram of up- and downregulated DEGs comparing bic vs. pH 5.9 and pH 8.3 vs. pH 5.9 treatments after 3 h and 48 h between A1_(c+)_ (A) and T6_(c−)_ (B) demes. (C) Bubble plot indicating significant GO analysis of DEGs in bic vs. pH 5.9 and pH 8.3 vs. pH 5.9 treatments after 3 h and 48 h in A1_(c+)_ and T6_(c−)_ demes. GO were filtered to adjusted *p*-value < 0.05. Scale colors indicate number of DEGs, while bubble size indicates -log of adjusted *p*-value. GO terms were separated into biological function, cellular component, and molecular function. (D) Heatmap plots of KEGG pathway analysis of DEGs in bic vs. pH 5.9 and pH 8.3 vs. pH 5.9 treatments after 3 h and 48 h between A1_(c+)_ and T6_(c−)_ demes. KEGG pathway terms were filtered by *p*-value < 0.05. Scale colors indicate pathway fold enrichment. Supplementary Dataset: Dataset S1: Statistical analysis of physiologic experiments (Figure 1, Figure S1). Dataset S2: Sequencing quality control. Dataset S3: Clean reads mapped into 24,400 genes. Pairwise comparation of alkaline treatments vs. control without filtering. Dataset S4: Slim GO from DEGs (LFC> |1| and adjusted *p*-value < 0.05) in pairwise comparison treatments bic vs. pH 5.9 and pH 8.3 vs. pH 5.9 at different time points (3 h and 48 h) from A1_(c+)_ and T6_(c−)_ demes. Dataset S5: Complete GO from DEGs (LCF> |1| and adjusted *p*-value < 0.05) in pairwise comparison treatments bic vs. pH 5.9 and pH 8.3 vs. pH 5.9 at different time points (3 h and 48 h) from A1_(c+)_ and T6_(c−)_ demes. Dataset S6: KEGG pathway of DEGs (LFC> |1| and *p*-value < 0.05) in pairwise comparison treatments bic vs. pH 5.9 and pH 8.3 vs. pH 5.9 at different time points (3 h and 48 h) from A1_(c+)_ and T6_(c−)_ demes. Dataset S7: Slim GO of upregulated and downregulated DEGs (LFC > |1| and adjusted *p*-value < 0.05) in pairwise comparison bic vs. pH 5.9, from A1_(c+)_ and T6_(c−)_ at 3 h and 48 h. Dataset S8: Complete GO of upregulated and downregulated DEGs (LFC> |1| and adjusted *p*-value < 0.05) in pairwise comparison bic vs. pH 5.9, from A1_(c+)_ and T6_(c−)_ at 3 h and 48 h. Dataset S9: KEGG pathway of upregulated and downregulated DEGs (LFC> |1| and *p*-value < 0.05) in pairwise comparison bic vs. pH 5.9, from A1_(c+)_ and T6_(c−)_ at 3h and 48h. Dataset S10: Top differentially expressed genes at 3 h in A1_(c+)_ and T6_(c−)_. Dataset S11: Protein–protein interaction network functional enrichment analysis output from exclusive genes involved in bic response at 3 h in A1_(c+)_ deme. DEGs filtered (LFC > |1| and adjusted *p*-value < 0.05). Dataset S12: GO and KEGG pathway terms of exclusive genes involved in bic response at 3 h in A1_(c+)_ deme. DEGs filtered (LFC > |1| and adjusted *p*-value < 0.05). Dataset S13: Protein–protein interaction network functional enrichment analysis output of exclusive genes involved in bic 8.3 response at 3 h in T6_(c−)_ deme. DEGs filtered (LFC > |1| and adjusted *p*-value < 0.05). Dataset S14: GO and KEGG pathway terms of exclusive genes involved in bic 8.3 response at 3 h in T6_(c−)_ deme. DEGs filtered (LFC > |1| and adjusted *p*-value < 0.05).

## Abbreviations

ABA	Abscisic acid
ANOVA	Analysis of variance
*A. thaliana*	*Arabidopsis thaliana*
cDNA	Complementary deoxyribonucleic acid
BTP	1,3-Bis[tris(hydroxymethyl)methylamino]propane
DEG	Differentially expressed genes
FDR	Fold discovery rate
GO	Gene Ontology
GS	Glucosinolate
GST	Gluthatione-S-transferase
ICP-OES	Inductively coupled plasma atomic emission spectroscopy
JA	Jasmonic acid
KEGG	Kyoto Encyclopedia of Genes and Genomes
LFC	Log_2_ fold change
MATE	Multidrug and Toxic Compound Extrusion
MES	2-(N-Morpholino)ethanesulfonic acid hydrate, 4-morpholineethanesulfonic acid
NADPH	Nicotinamide adenine dinucleotide phosphate
NCBI	National Center for Biotechnology Information
Adj *p*-value	Adjusted *p*-value
RLK	Receptor-like kinase
RLP	Receptor-like protein
RNA	Ribonucleic acid
ROS	Reactive oxygen species
qPCR	Quantitative Polymerase Chain Reaction
TF	Transcription factor
SA	Salicylic acid

How the deposited data were processed for this re-analysis (not part of the article)

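Leaf RNA of 2 *Arabidopsis thaliana* demes, A1(c+) and T6(c−), was sequenced after 3 h and 48 h at pH 5.9, at pH 8.3 with an organic buffer, or with 10 mM NaHCO3 at pH 8.3 (bic). The 12 groups have 2 biological replicates each, and each biological replicate has 3 technical replicates, which makes 72 libraries. The methods also speak of 3 biological replicates, but the libraries listed in Dataset S2 and the deposited columns give 2. That the last digit of a column's code is the replicate number is a reading of the sample titles.

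The authors sequenced 150 bp paired-end reads from unstranded libraries, aligned them with TopHat v2.0.12 and Bowtie v2.2.3, and called DEGs with the R package DESeq 1.18.0. The genome release, the annotation and the counting tool are not stated. As deposited by the authors, the table holds log2 counts relative to the library total (log2 CPM), made by adding 0.5 reads to the count of a gene and dividing by the library total plus 1. This form was read from the values, since the low values of a column are whole multiples of what 1 read is worth, and it is the form that limma's voom gives. Technical replicates are summed in each column (for 2 columns the total fits a sum without their A-prefix library), the library totals were taken before genes were removed, and no further scaling between columns was found. The table holds 18603 genes, each with more than 1 CPM in at least 6 of the 24 columns, and 18536 of their identifiers occur in the reference annotation. All 24 columns were used.

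Library totals ranged from 63.51 M to 120.6 M reads (median 99.68 M), and the deposited genes hold 99.77% to 99.94% of each total. At this depth a gene at 1 CPM is read many times in each replicate, and the precision is set by the 2 replicates per group. An exact test of 2 against 2 has a smallest two-sided p of 0.333, so tests across genes rest on a spread shared between them. The design written before the data were examined assumed values on a linear scale and a pseudocount of 1. The deposited values are already on the log2 scale and were used as they are, and the pseudocount of 1 CPM became an alternative.

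Differential expression was tested with limma 3.58.1 in R 4.3.3, with a model of 12 group means (12 residual degrees of freedom, 2.54 prior degrees of freedom), empirical Bayes moderation with a mean-variance trend, two-sided tests, and Benjamini-Hochberg adjustment within each comparison. DEGs have an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Comparisons were bic against pH 5.9, pH 8.3 against pH 5.9 and bic against pH 8.3 in each deme and time, the difference between the bic responses of the demes at each time, and A1(c+) against T6(c−) at pH 5.9. Overlaps of DEGs were tested with Fisher's exact test. Correlations between comparisons that share the pH 5.9 libraries are given beside 20 simulated draws of unchanged groups, with 1 spread for all groups and with the spread of each group.

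Genes named in the text are those the paper names as changed in its sections on the 3 h responses and, in each bic comparison, the 3 DEGs with the highest and the 3 with the lowest log2 fold change whose replicates both lie on the same side of both pH 5.9 replicates. This rule was set before the data were examined. The 9 gene lists (aliphatic and indolic glucosinolates, iron deficiency, ferritins, jasmonate, salicylate, sulfur deficiency, mitotic cell cycle and circadian clock) were written from general knowledge at the same stage and tested in 6 contrasts with limma's camera at a preset correlation of 0.01 between genes and with fry, adjusted over the 54 tests. The circadian clock list had a median log2 fold change of -0.23 in A1(c+) and 0.22 in T6(c−) after 3 h of bic (adjusted p 0.503 and 0.282 from camera). A fold change against a group with at most 3 reads in each library is given as a lower bound.

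Alternatives to the normalization were TMM factors and quantile normalization, both computed on the deposited values. Other alternatives were pseudocounts of 0.1 and 1 CPM, a replicate block, the number of A-prefix libraries as a covariate, a fit of only the groups compared, a separate fit for each time point, no trend, no fold change limit, fry in place of camera, and leaving out each replicate in turn. Added after the data were seen were leaving out the 3 replicates made only of A-prefix libraries, voom weights, weights per replicate and a filter at a mean of 10 CPM. The chain from recovered reads to DEGs was tested on simulated data with 200 changed genes, of which 197 were found, with 14 false calls among 18603 genes. The changes were set in A1(c+) bic 3 h, all past the fold change limit, with the same dispersion in every gene and group. In the real data the mean variance within a group ran from 0.009 to 0.74 and was 0.713 in A1(c+) bic 3 h. The simulation thus checks the chain and does not give the power of the real comparisons. Other tools were Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

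The replicates of T6(c−) at pH 5.9 differ by little more than sampling noise and were kept as 2 replicates, although whether they are independent is not known. Counts of GO terms, KEGG pathways and transcription factor families and the protein network were not redone, and physiological measurements of the paper are outside the deposited table. Genes of the paper that are not in the table, or whose name could not be paired with an identifier, were not analysed.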

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

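Tests in this part were chosen after the result they concern was seen, with these exceptions. The comparisons themselves, the gene lists under camera and fry, the 2 scalings and the A-prefix covariate were set before. So were the separate fit for each time point, the fit of only the groups compared and the fits that left out a replicate.

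The bic responses of the demes at 48 h differed in 772 genes by a test of the difference itself. TMM factors in place of the deposited scaling gave 675 genes, which argues against the scaling as the whole source. The 3 replicates made only of A-prefix libraries are in none of the 4 groups compared, so leaving them out (2034 genes) changes the pooled spread and no fold change, and does not test them. The fits that each left out one replicate gave 549 to 1258 genes, the highest without A1(c+) pH 8.3 48 h replicate 1. Fitting 48 h apart from 3 h, which keeps the pH 8.3 groups, left 0 genes, whereas fitting only the 4 groups compared gave 888 (655 with the higher response in T6(c−)), so the number depends on which groups share the spread. The direction is less firm than the number, since 507 of 772 genes had the higher response in T6(c−) as deposited, 336 of 675 under TMM factors and 444 of 991 under quantile normalization. A different course of the stress response in the demes at 48 h may underlie the difference, and a difference in the age or handling of the plants was not tested. T6(c−) bic 48 h replicate 1 is in the groups compared and departs from its deme, as described under the other observations. What that does to the number of genes was not tested.

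At 3 h, the demes differed in 4 gene lists by camera on the difference. The median difference, A1(c+) minus T6(c−), was 0.56 for aliphatic glucosinolates (22 of 23 genes higher), 0.40 for indolic glucosinolates (8 of 9), 1.22 for salicylate (14 of 15, adjusted p 2.42e-11 from limma's camera) and -1.73 for iron deficiency (1 of 17). None of the 4 passed under fry, so the result depends on the list test used. The tests differ in their hypothesis as well as in the correlation between genes. Camera was run only at its preset correlation, so the loss cannot be assigned to that preset. With replicate 1 of A1(c+) bic 3 h alone, the medians were 0.46 (standard error 0.14), 0.68 (0.27), 1.25 (0.33) and -0.88 (0.18), with the sign unchanged. These standard errors come from the replicates of the other 3 h groups, and an arm of 1 library has no spread of its own, so a difference of the demes cannot be told apart here from the genotype of the library labelled replicate 2. The smallest absolute median of the 4 lists under TMM factors and quantile normalization was 0.53, which argues against the scaling. A response to bic that differs between the demes is a candidate explanation, found and tested on the same 2 replicates per group.

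At 48 h the difference was 0.61 for aliphatic glucosinolates (21 of 23 genes higher in A1(c+), adjusted p 2.41e-06 from limma's camera) and 1.02 for the mitotic cell cycle (15 of 15 genes, adjusted p 0.014 from camera). Neither passed under fry (adjusted p 0.225 and 0.532). The smallest absolute median of both lists under TMM factors and quantile normalization was 0.75, above the 0.61 as deposited, and with these scalings, which moved the median of all genes in this difference by 0.14 and 0.20, both lists passed under camera. This argues against the scaling. With the A-prefix libraries as a covariate the medians were 0.77 and 0.71. Without A1(c+) bic 48 h replicate 1, whose total falls short of its libraries, the mitotic median was 0.345, and without replicate 2 it was 1.69, so the missing library stays open for that list. The aliphatic median was 1.12 without T6(c−) bic 48 h replicate 1. No biological explanation was tested for these 2 lists.

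Ferritin transcripts fell under bic at 3 h in both demes, with a median log2 fold change of -3.19 in A1(c+) and -3.03 in T6(c−) and all 3 genes lower in each. The paper's text names ferritin as a target of PYE without giving ferritin transcript values, and Dataset S10 lists FER3 alone, as lower in both demes. The 3 genes also fell at pH 8.3 without bicarbonate, where FER1, FER3 and FER4 had log2 fold changes of -6.88, -3.87 and -4.48 in A1(c+) (adjusted p 0.00461, 0.00172 and 0.021 from limma) and of -4.30, -1.95 and -3.00 in T6(c−) (adjusted p 0.168, 0.16 and 0.365 from limma), so the fall at 3 h is not particular to bicarbonate. At 48 h the same genes had 0.76, -2.35 and -2.84 in T6(c−) under bic (adjusted p 0.571, 0.000576 and 0.0368 from limma). At pH 8.3 they had 0.71, 0.23 and 0.06 there. In A1(c+) at 48 h they had -1.75, -1.28 and -2.60 under bic and -0.63, -0.11 and -0.74 at pH 8.3, none past the thresholds. The highest ferritin median over both demes, TMM factors and quantile normalization was -2.96, which argues against the scaling. Replicate 1 of A1(c+) alone gave -3.58, and 1 library does not exclude the genotype of the other as a source in that deme. The fall in T6(c−) does not involve that library, and it passed under fry (adjusted p 0.0293). A later or earlier harvest of the bic plants was weighed through 10 clock genes. Their median absolute change between bic and pH 5.9 at 3 h was 0.29 in T6(c−), where no clock gene had an unadjusted p under 0.05, and this argues against another harvest time there. In A1(c+) it was 0.23, but LHY and RVE8 fell by 1.17 and 0.93 on the log2 scale (unadjusted p 0.00251 and 0.00219), so a shift in harvest and a response to bic cannot be told apart in that deme. A response of iron storage to the raised pH, shared by both treatments at 3 h, may be the source and remains a hypothesis. At 48 h FER3 and FER4 of T6(c−) fell under bic and not at pH 8.3, so a shared response is not seen there. The pH 8.3 groups of 48 h each hold a replicate made only of A-prefix libraries, which leaves this open.

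IRT1, which the paper's text mentions only for melon, rose in A1(c+) at 48 h of bic by a log2 fold change of 5.86 (adjusted p 0.0205 from limma), from 0.0381 and 0.0702 CPM to 7.0 and 1.54 CPM. The total of replicate 1 may lack its A-prefix library, as described under the other observations. Replicate 2, which has no such library, also rose, to 1.54 CPM, but this is 1 library and leaves that explanation open. The level remains low, and RNA from roots carried into a leaf sample was not tested. In T6(c−) the log2 fold change was 1.01.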

How the results depend on the processing

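Unless a reason is given, the cause of a change was not tested. Leaving out the A-prefix replicates, voom weights, weights per replicate and the filter at a mean of 10 CPM were chosen after seeing the data. In this part, DEGs are against pH 5.9 where no other reference is named. The count of T6(c−) under bic at 48 h, 3516 DEGs, changed by over 1.5 times under 2 alternatives, the filter (2313) and no fold change limit (7718).

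The normalization changed counts and splits. Quantile normalization gave A1(c+) 146 DEGs at pH 8.3 for 3 h (396 as deposited), 33 under bic (62) and 26 at pH 8.3 (191) for 48 h, and T6(c−) 5 under bic (0) and 13 at pH 8.3 (0) for 3 h, 71 at pH 8.3 for 48 h (29) and 11 for bic against pH 8.3 at 3 h (0). TMM factors gave A1(c+) 5 under bic (3) and 205 at pH 8.3 for 3 h and T6(c−) 12 at pH 8.3 for 48 h. Splits into higher and lower moved for A1(c+) at pH 8.3 for 3 h, from 42 and 354 to 92 and 113 with TMM factors and 81 and 65 with quantiles, for A1(c+) under bic at 48 h, from 21 and 41 to 13 and 68 and to 4 and 29, and for A1(c+) against T6(c−) at pH 5.9 for 48 h, from 455 and 969 to 669 and 602 with quantiles. The median of all genes moved with TMM factors and quantiles by 0.20 and 0.18 in A1(c+) under bic and 0.27 and 0.26 at pH 8.3 for 3 h, by -0.16 and -0.16 in A1(c+) under bic for 48 h, by -0.27 and -0.33 in T6(c−) for bic against pH 8.3 at 48 h, and by 0.13 and 0.11 in the deme difference at 3 h.

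The A-prefix libraries as a covariate gave A1(c+) 899 DEGs under bic and 1177 at pH 8.3 for 3 h and 236 under bic for 48 h, and T6(c−) 66 and 76 for 3 h and 519 at pH 8.3 for 48 h. Bic against pH 8.3 at 3 h gave 2 in A1(c+) (4) and 1 in T6(c−), the deme difference 1360 at 48 h (772), A1(c+) against T6(c−) at pH 5.9 1526 at 3 h (880) and 2140 at 48 h (1424), and DEGs shared by the demes under bic 30 at 3 h (0) and 135 at 48 h (40). Leaving out the 3 replicates gave A1(c+) 1382 at pH 8.3 for 3 h and 596 under bic for 48 h, T6(c−) 298 under bic and 317 at pH 8.3 for 3 h and 59 for bic against pH 8.3 at 3 h, 2034 for the deme difference at 48 h, 1865 and 2418 for the demes at pH 5.9, and 357 shared at 48 h. The covariate is largely set by 3 replicates, all of which depart from the other replicates of their deme as described under the other observations, and its counts, such as the 899 in A1(c+), may follow that departure.

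Fitting only the groups compared gave A1(c+) 0 DEGs under bic and 934 at pH 8.3 for 3 h and 0 and 0 for 48 h, T6(c−) 762 and 816 for 3 h and 0 at pH 8.3 for 48 h, 0 in A1(c+) for bic against pH 8.3 at either time, 1581 in T6(c−) at 48 h (3802), 2178 and 2625 for the demes at pH 5.9, and 0 shared at 48 h. A separate fit for each time point gave A1(c+) 237 and 808 for 3 h and 0 and 0 for 48 h, T6(c−) 101 and 110 for 3 h and 0 at pH 8.3 for 48 h, 13 and 105 for bic against pH 8.3 at 3 h in A1(c+) and T6(c−), 1 in A1(c+) at 48 h (853), 2 and 0 for the deme difference at 3 h and 48 h, 407 for the demes at pH 5.9 at 48 h, and 16 and 0 shared at 3 h and 48 h. The close replicates of T6(c−) at pH 5.9 weigh most in such fits, which may raise the T6(c−) counts at 3 h to 762 and 816.

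Weights per replicate gave A1(c+) 1 and 1258 for 3 h and 0 at pH 8.3 for 48 h, T6(c−) 920 and 913 for 3 h and 0 at pH 8.3 for 48 h, 1 and 419 for bic against pH 8.3 at 3 h and 0 in A1(c+) at 48 h, 1312 for the deme difference at 48 h, 2081 and 2615 for the demes at pH 5.9 and 1 shared at 3 h. Both replicates of a group received the same weight, so these act as weights per group and cannot set 1 doubtful replicate apart. The 920 and 913 rest on the close replicates of T6(c−) pH 5.9 at 3 h, which had the highest weight, 16.34. Voom weights gave A1(c+) 22 under bic for 3 h and 73 at pH 8.3 for 48 h, T6(c−) 19 at pH 8.3 for 48 h and 882 for the demes at pH 5.9 at 48 h. No trend gave 5 in A1(c+) under bic for 3 h and 18 in T6(c−) at pH 8.3 for 48 h. A pseudocount of 0.1 gave 11 in A1(c+) under bic for 3 h, and a pseudocount of 1 gave 16 there, 250 in A1(c+) at pH 8.3 for 3 h, 2 in T6(c−) under bic for 3 h, 6 for bic against pH 8.3 there and 1 for the deme difference at 3 h.

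The filter at a mean of 10 CPM tests fewer genes and gave A1(c+) 11 and 178 for 3 h and 25 at pH 8.3 for 48 h, 2 and 463 in A1(c+) for bic against pH 8.3 at 3 h and 48 h, 2414 in T6(c−) at 48 h, 354 and 394 for the demes at pH 5.9 and 62 shared at 48 h. Without the fold change limit, which admits smaller changes, the counts were 5 and 1468 in A1(c+) for 3 h, 129 in A1(c+) under bic and 79 in T6(c−) at pH 8.3 for 48 h, 2400 and 7784 for bic against pH 8.3 at 48 h, 1371 for the deme difference at 48 h, 1880 and 2643 for the demes at pH 5.9 and 104 shared at 48 h.

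Across the 20 fits that each left out one replicate, DEGs ranged from 2 to 72 in A1(c+) under bic for 3 h (2 without T6(c−) pH 5.9 3 h replicate 1, 72 without T6(c−) pH 8.3 48 h replicate 1), from 262 to 743 at pH 8.3 for 3 h (743 without A1(c+) bic 3 h replicate 1, 262 without T6(c−) pH 5.9 3 h replicate 1), from 30 to 220 under bic for 48 h (30 without T6(c−) pH 5.9 3 h replicate 1, 220 without A1(c+) pH 8.3 48 h replicate 2) and from 93 to 450 at pH 8.3 for 48 h (93 without T6(c−) pH 5.9 3 h replicate 2, 450 without A1(c+) bic 3 h replicate 1). In T6(c−) the ranges were 0 to 8 under bic for 3 h (8 without T6(c−) pH 8.3 48 h replicate 1), 0 to 14 at pH 8.3 for 3 h (14 without A1(c+) pH 8.3 48 h replicate 1), 3372 to 3758 under bic for 48 h and 8 to 112 at pH 8.3 for 48 h (8 without A1(c+) pH 8.3 3 h replicate 1, 112 without A1(c+) pH 8.3 48 h replicate 1). For bic against pH 8.3 they were 1 to 6 in A1(c+) at 3 h (1 without T6(c−) pH 5.9 3 h replicate 1), 0 to 25 in T6(c−) at 3 h (25 without A1(c+) bic 48 h replicate 1), 649 to 1150 in A1(c+) and 3667 to 3993 in T6(c−) at 48 h. For the demes at pH 5.9 they were 685 to 1115 at 3 h and 1130 to 1875 at 48 h, and over 16 fits the deme difference ranged from 0 to 0 at 3 h and 549 to 1258 at 48 h (1258 without A1(c+) pH 8.3 48 h replicate 1).

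Reversed directions were found for the mitotic list under the covariate, at -0.15 in A1(c+) for 48 h and -1.16 in the deme difference at 3 h, and for the sulfur deficiency list under quantile normalization, at 0.0102 in the deme difference at 48 h. Among single genes at 3 h, reversals in A1(c+) were RLP32 (0.19 with quantiles, 0.20 with TMM factors), RLP37 (0.12 with quantiles, 0.17 with TMM factors, 0.14 with the covariate), GSTU6 (0.11) and GSTU11 (0.19) with quantiles, GSTU17 (0.37) and MYB10 (-0.30) with the covariate, AIL7 (0.55 with quantiles, 0.21 with a pseudocount of 1) and MYB1 (0.11 with quantiles, 0.0671 with TMM factors), and in T6(c−) GSTU15 (0.0295) with quantiles, GSTF10 (0.0366) with TMM factors, GSTF12 (-0.001) with voom weights and CML23 (0.23 with quantiles, 0.0314 with TMM factors).

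Of 28 list tests under an adjusted p of 0.05 with camera, 3 held with fry. Other results that kept their direction changed sides of the threshold as follows. For genes, the covariate took 24 past it, leaving out the A-prefix replicates 12, a separate fit 17 with 6 lost, weights per replicate 21 with 3 lost, only the groups compared 19 with 9 lost, and the filter 1 with 1 lost. Quantile normalization lost 5, TMM factors 1, voom weights 7 and pseudocounts of 0.1 and 1 lost 1 and 4. For lists, the covariate gained 4 and lost 4, leaving out the A-prefix replicates gained 2 and lost 1, TMM factors gained 3 and lost 3, and quantile normalization gained 3 and lost 4.

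Replicate numbers do not pair the samples. The correlation of deviations between same-numbered replicates of 2 groups ran from -0.157 to 0.444 over 15 pairs of groups at 3 h, 4 of them over 0.1, and from -0.183 to 0.317 over 15 at 48 h, 3 of them over 0.1. The replicate block moved the DEGs of T6(c−) at pH 8.3 for 48 h from 29 to 16, moved 1 named gene out of the threshold and changed no other call by over 1.5 times.

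Tests made for raw counts were not run because the unit is log2, and technical replicates could not be used as separate samples because the columns hold sums. A filter at 10 reads in at least 2 replicates removed 0 genes and says nothing about stability.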

Differences from the paper's values

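Values marked as the paper's come from its text, from Dataset S10 or, where stated, from Fig. 2A. Alternatives named without remark were set before the data were examined, and "no alternative" speaks of these. A count is called closed where it is within 1.5 times of the paper's.

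The paper gives 6163 DEGs over all comparisons against pH 5.9, and 4008 were found here. The number lay within 1.5 times of the paper's with the A-prefix libraries as a covariate (5333), only the groups compared (5303) and no fold change limit (8756), and not with the other alternatives that keep all replicates. Weights per replicate, chosen after seeing the values, also came within that range (5677). No total was formed for fits that leave out replicates, where a group can be left with 1 sample. For pH 8.3 the paper gives 2420 DEGs and 601 were found, and the removal of the fold change limit came within that range (1736), as did weights per replicate (1913), chosen after seeing the values.

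For A1(c+) under bic at 3 h, the paper shows about 210 upregulated and about 380 downregulated DEGs in Fig. 2A, read by eye, against 0 and 3 here (2967 genes at an unadjusted p under 0.05), and no alternative closed either gap. At pH 8.3 for 3 h it shows about 300 and about 850 in Fig. 2A, read by eye, against 42 and 354. The second gap was closed by the covariate (1099), only the groups compared (841) and a separate fit for each time point (713), and by leaving out replicate 1 (673) or 2 (671) of A1(c+) bic 3 h or either replicate of A1(c+) pH 8.3 48 h (655 each), and the first by none. Leaving out the A-prefix replicates (1255) and weights per replicate (1153), both chosen after seeing the values, also closed the second. In T6(c−) under bic at 3 h the paper shows about 190 and about 200 in Fig. 2A, read by eye, against 0 and 0 (1615 genes at an unadjusted p under 0.05), and of the alternatives set before the data were examined, only the groups compared closed the first gap (268) and none the second. At pH 8.3 for 3 h it shows about 210 and about 180 in Fig. 2A, read by eye, against 0 and 0 (1808 genes at an unadjusted p under 0.05), which no alternative set before the data were examined closed. Leaving out the 3 A-prefix replicates, chosen after seeing the values, closed all 4 of these gaps of T6(c−) at 3 h, with 133 upregulated and 165 downregulated DEGs under bic and 191 and 126 at pH 8.3.

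At 48 h, the paper shows for A1(c+) about 210 upregulated and about 290 downregulated DEGs under bic and about 670 and about 130 at pH 8.3 in Fig. 2A, read by eye, against 21, 41, 167 and 24 here, and no alternative set before the data were examined closed these gaps. Leaving out the A-prefix replicates, chosen after seeing the values, gave 390 and 206 under bic, of which the second is within 1.5 times of the paper's. For T6(c−) under bic it shows about 2100 downregulated DEGs in Fig. 2A, read by eye, against 957, a gap closed by quantile normalization (1922), TMM factors (1659) and no fold change limit (1982). Its upregulated DEGs there, about 2400 by eye, stood against 2559 here. The same 3 settings moved that count away from the paper's, to 1514, 1380 and 5736. At pH 8.3 it shows about 250 and about 490 in Fig. 2A, read by eye, against 21 and 8, and the covariate closed the second gap (423) and none the first. The paper gives 41 upregulated and 41 downregulated DEGs shared by the demes under bic at 3 h, against 0 and 0 here (48 and 252 genes at an unadjusted p under 0.05 in both), and the covariate closed the second gap (28).

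Log2 fold changes in Dataset S10 were compared on the same scale, and no common factor of a log base joins the series. A gap is called closed where the sign is the paper's and the values differ by no more than the larger SD of the 2 replicates of a group, which is wide for RLP32 (0.34) and RLP37 (0.63) and narrow for NAS4 (0.12). In A1(c+) at 3 h of bic, the paper's value against the one here was 0.0837 against -0.0062 for RLP32 (closed by quantile normalization, 0.19, and TMM factors, 0.20, which give the paper's sign), 0.42 against -0.0319 for RLP37 (likewise by quantile normalization, 0.12, TMM factors, 0.17, and the covariate, 0.14), 0.59 against -0.21 for GSTU17 (the covariate, 0.37), 1.77 against 1.14 for WRKY70 (the covariate, 1.68), -1.97 against -3.19 for DREB19 (quantile normalization, -2.45), -2.08 against -3.95 for NAC044 (a pseudocount of 1, -2.23), -1.67 against -2.88 for XRI1 (the covariate, -2.06), -1.47 against -2.30 for MND1 (quantile normalization, -2.11, TMM factors, -2.10, the covariate, -2.0, and a pseudocount of 1, -1.94) and 1.52 against 0.73 for FIB (the covariate, 1.31). It was 1.04 against 0.55 for WAK1, 1.36 against 0.88 for BCAT4 and -2.23 against -3.83 for DTX3, which no alternative closed. In T6(c−) it was 1.99 against 4.02 for bHLH39, 2.05 against 4.42 for bHLH100, 2.45 against 3.48 for bHLH101 and 1.67 against 2.07 for NAS4, which no alternative closed, and -1.30 against -1.45 for AAP4, which quantile normalization (-1.44), TMM factors (-1.38) and a pseudocount of 1 (-1.39) closed.

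Fits that left out a replicate, which keep 1 sample in a group, also closed some of these gaps. Without A1(c+) bic 3 h replicate 2 the values were 0.41 for RLP37, 0.17 for GSTU17, -2.215 for XRI1 and -1.92 for MND1, without A1(c+) bic 3 h replicate 1 0.14 for RLP32, without A1(c+) pH 5.9 3 h replicate 1 -2.33 for XRI1 and -1.76 for MND1, without A1(c+) pH 5.9 3 h replicate 2 0.23 for RLP32, and without T6(c−) bic 3 h replicate 2 and T6(c−) pH 5.9 3 h replicate 2 -1.36 and -1.43 for AAP4.

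Some directions differ from the paper's text. The paper has RKL1 and RLK902 upregulated in both demes, and the log2 fold changes here were -0.74 and -0.27 in A1(c+) and -0.30 and -0.55 in T6(c−). NAC044 is upregulated in A1(c+) in the text and fell by 3.95 here, the direction that Dataset S10 also gives. GSTU28 is upregulated in T6(c−) in the text and fell by 0.32 here, and Dataset S10 also gives a negative value for it, -0.23. GSTF10 and MYB10 are downregulated in A1(c+) in the paper and had 0.36 and 1.32 here, and GSTF12 and CML37 are downregulated in T6(c−) and had 0.02 and 0.21.

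The paper treats the genes it names at 3 h as changed, and 0 of them were DEGs here (33 of 39 upregulated and 37 of 39 downregulated genes of A1(c+), and 12 of 15 and 21 of 23 of T6(c−), had the paper's direction). With the covariate, AIL7, ANT, AOS, BCAT4, BMY3, BRCA1, CRF1, CRF5, CRF6, DREB19, DTX1, DTX3, FIB, MYB23, MYB53, NAC044, SHN2, TCX2, TTG2, WEE1, WRKY23, WRKY54 and WRKY70 were DEGs in A1(c+) and PYE in T6(c−). A separate fit for each time point made DEGs of AOS, BRCA1, BUB3.2, DEL3, DHAR1, DREB19, DTX3, MND1, SARD1, SDI1, VSP2, WRKY23, WRKY70 and XRI1 in A1(c+) and NAS4, NRAMP4 and PYE in T6(c−). With only the groups compared they were AAP4, AT5G13400, BGAL2, CML41, ESE2, EXT21, EXT3, GSTU3, NAS4, NRAMP4, PYE, WRKY12, WRKY14, WRKY30, WRKY50 and bHLH38, bHLH39, bHLH100 and bHLH101 in T6(c−). Alternatives chosen after seeing the values also called some: leaving out the A-prefix replicates called AAP4, AT5G13400, BGAL2, ESE2, EXT21, NRAMP4, PYE, WRKY50, bHLH38, bHLH39, bHLH100 and bHLH101, weights per replicate called AAP4, AT5G13400, BGAL2, CML41, ESE2, EXT21, EXT3, GSTU11, NAC090, NAS4, NRAMP4, PYE, WRKY12, WRKY30, WRKY50, WRKY51, WRKY62 and the same 4 bHLH genes, all in T6(c−), and the filter at a mean of 10 CPM called DTX3 in A1(c+).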

Other observations

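Tests in this part were chosen after the patterns were seen, with these exceptions. The limma comparisons that gave DEGs and the fits that left out a replicate were set before. So was the comparison of the demes in the control. The patterns were found and tested on the same libraries.

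The library labelled A1(c+) bic 3 h replicate 2 may come from plants of another genotype. Of 21 genes with high transcripts in A1(c+) and not in T6(c−), 1 stood at the A1(c+) level in it (4.76%). A response to bic is argued against by the 3 other bic replicates of A1(c+), at 3 h and 48 h, where 100.0% of such genes stood at that level. In A1(c+) pH 8.3 48 h replicate 1, which is also made only of A-prefix libraries, 100.0% stood at that level too, but this replicate is itself unlike the others of its deme. Of 61 genes high in T6(c−) and not in A1(c+), 22 were at an intermediate level in it and 3 at the T6(c−) level, against 0 to 8 and 0 to 1 in the 10 A1(c+) replicates with other libraries, and it stood at 4.1 on component 1 against 41.6 to 89.9 in these. All 3 replicates made only of A-prefix libraries thus depart from the rest, and a batch cannot be told apart from an exchange of plants or RNA with these values. T6(c−) bic 48 h replicate 1, which has no A-prefix library, also departed from its deme. Of 34 genes high in A1(c+) only, 10 stood at the A1(c+) level in it, against 0 in the other T6(c−) replicates. Its 71 T6-high genes all stood at the T6(c−) level, though 22 of them counted as intermediate. It is 1 of 2 replicates behind the 3516 DEGs of T6(c−) under bic at 48 h, and the source of its departure was not tested. For the library labelled A1(c+) bic 3 h replicate 2, low depth is argued against by a total of 98.2 M reads. A mixture of A1(c+) and T6(c−) RNA would hold every transcript of either deme, yet 22 genes in it lay at least 8-fold below all 21 replicates with other libraries. Its level at T6-high genes was that of T6(c−) in 40 of 61, so it resembles neither deme in full. The 22 genes at an intermediate level in A1(c+) pH 8.3 48 h replicate 1 were all among these 40 (14.4 expected, hypergeometric p 5.12e-06 over 61 genes). Whether a plant, a tube or a label was exchanged was not tested.

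T6(c−) pH 8.3 48 h replicate 1 may come from the same source. Of 61 T6-high genes, the same 40 stood at the T6(c−) level in both libraries, whereas the other T6(c−) replicates held that level in all. The library labelled T6(c−) pH 8.3 48 h replicate 1 had 27 genes at least 8-fold below the 21 others, of which 20 were among the 22 so low in the library labelled A1(c+) bic 3 h replicate 2 (0.0386 expected, hypergeometric p 9.18e-58 over 15382 genes). The count in any of the 21 others was at most 7, and 0 of the 20 were so low in A1(c+) pH 8.3 48 h replicate 1. As that replicate is no clean control, the A-prefix batch stays open here too. An earlier, stricter definition, at most 3 reads, gave 2 and 6 genes with 2 shared, and the 8-fold definition was chosen after that count was seen. Results that rest on these replicates, the 3 h bic response of A1(c+) above all, carry this doubt.

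The 2 replicates of T6(c−) at pH 5.9 could be split from one pool of plants or RNA. Their median dispersion index was 1.65 at 3 h and 2.04 at 48 h, against 9.62 to 160 in the other 10 pairs, but a spread set against sampling noise does not decide between one pool and plants that were alike, so these cannot be told apart. If the pool was one, comparisons with T6(c−) at pH 5.9 would rest on 1 independent control. The pair also narrows the spread shared across groups. In comparisons that do not contain T6(c−) pH 5.9 3 h, leaving out its replicate 1 took the DEGs of A1(c+) at pH 8.3 for 3 h from 396 to 262, those under bic for 48 h from 62 to 30 and the deme difference at 48 h from 772 to 549, and leaving out its replicate 2 took A1(c+) at pH 8.3 for 48 h from 191 to 93. No biological explanation was tested.

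The column totals of A1(c+) bic 48 h replicate 1 and T6(c−) pH 8.3 48 h replicate 2 were 67.03% and 63.3% of the clean reads given in Dataset S2. Without their A-prefix library the shares were 95.26% and 94.72%, near those of other replicates, so a candidate explanation is that this library is not in the deposited column. No biological explanation was tested.

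Clock genes separate the replicates of 3 h from those of 48 h. LHY ranged from 9.0 to 36.1 CPM in the 12 replicates at 3 h and from 267 to 893 at 48 h. At pH 5.9 the median absolute log2 change of 10 clock genes between 48 h and 3 h was 1.78 in A1(c+) and 1.49 in T6(c−), which may reflect another time of day at harvest. Over the replicates without A-prefix libraries the change of LHY was 4.68, which argues against that batch. The age of the plants and other batches between the times were not tested, and the ferritin genes moved with time as well (FER1 fell by 3.36 in A1(c+) and by 3.92 in T6(c−) at pH 5.9 from 3 h to 48 h). Comparisons within a time point do not cross this difference.

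At pH 5.9, A1(c+) and T6(c−) differed in 880 genes at 3 h (451 higher and 429 lower in A1(c+)) and 1424 at 48 h (455 higher and 969 lower).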
